# Gene and Allele-Specific Expression Underlying the Electric Signal Divergence in African Weakly Electric Fish

**DOI:** 10.1093/molbev/msae021

**Published:** 2024-02-15

**Authors:** Feng Cheng, Alice B Dennis, Otto Baumann, Frank Kirschbaum, Salim Abdelilah-Seyfried, Ralph Tiedemann

**Keywords:** African weakly electric fish, electric organ discharge, adaptive radiation, potassium channel, gene expression, allele-specific expression

## Abstract

In the African weakly electric fish genus *Campylomormyrus*, electric organ discharge signals are strikingly different in shape and duration among closely related species, contribute to prezygotic isolation, and may have triggered an adaptive radiation. We performed mRNA sequencing on electric organs and skeletal muscles (from which the electric organs derive) from 3 species with short (0.4 ms), medium (5 ms), and long (40 ms) electric organ discharges and 2 different cross-species hybrids. We identified 1,444 upregulated genes in electric organ shared by all 5 species/hybrid cohorts, rendering them candidate genes for electric organ–specific properties in *Campylomormyrus*. We further identified several candidate genes, including *KCNJ2* and *KLF5*, and their upregulation may contribute to increased electric organ discharge duration. Hybrids between a short (*Campylomormyrus compressirostris*) and a long (*Campylomormyrus rhynchophorus*) discharging species exhibit electric organ discharges of intermediate duration and showed imbalanced expression of *KCNJ2* alleles, pointing toward a *cis*-regulatory difference at this locus, relative to electric organ discharge duration. *KLF5* is a transcription factor potentially balancing potassium channel gene expression, a crucial process for the formation of an electric organ discharge. Unraveling the genetic basis of the species-specific modulation of the electric organ discharge in *Campylomormyrus* is crucial for understanding the adaptive radiation of this emerging model taxon of ecological (perhaps even sympatric) speciation.

## Introduction

Electric fish have independently evolved 6 times (Darwin 1859; Bass 1986; Kirschbaum and Formicki 2020). They possess a specific myogenic electric organ (EO) derived from skeletal muscle (SM) fibers except for Apteronotidae, which possess an EO derived from nervous tissue (Smith 2013). Comparative genomics have unraveled this convergent phenotypic evolution to originate in part also from convergence on the molecular level: both voltage-dependent sodium and potassium channels are involved in the EO development and physiology. Because of the teleost-specific whole genome duplication (Glasauer and Neuhauss 2014), these fish possess 2 copies of most genes and subfunctionalization among paralogs and differential expression between EO and SM seem to play a major role in the transition of myocytes to electrocytes. A prominent example is the voltage-gated sodium (*Na_v_*) channel gene (*SCN4a*): convergently in 3 electrogenic taxa (Mormyridae, Siluriformes, and Gymnotiformes), only 1 paralog (*SCN4ab*) is still expressed in SM, but the other 1 (*SCN4aa*) is exclusively expressed in the EO, indicating a crucial role for electrogenesis (Zakon 2012; Wang and Yang 2021; LaPotin et al. 2022). The *Na_v_* channel gene (*SCN4aa*) is regulated by *FGF13a* in the 3 electric fish lineages Siluriformes, Gymnotiformes, and Mormyridae (Gallant et al. 2014). Differential expression of multiple isoforms of α- and β-subunits of sodium/potassium ATPase is important in the EO as well (Gallant et al. 2012, 2014; Lamanna et al. 2015). In addition, several transcription factors, *HEY1*, *MEF2a*, and *SIX2a*, are convergently upregulated in the EOs of those electric fish lineages (Kim et al. 2004; Gallant et al. 2012, 2014). EOs hence comprise a prime example of convergent evolution in both genotype and phenotype.

One of the electric fish clades, mormyrid fish, contains about 200 described species that are endemic to Africa. This outstanding adaptive radiation within the otherwise species-poor basal lineage of osteoglossiforms is putatively due to their species-specific weak electric signals, which are used for both electrolocation and electrocommunication (Feulner et al. 2009a, b). Divergence in EO discharge (EOD) is considered a major driver in the ecological (and possibly sympatric) speciation in the mormyrid genus *Campylomormyrus*, which is mainly distributed in the Congo River (Tiedemann et al. 2010).

The genus *Campylomormyrus* comprises 15 described species, which have profoundly diverged in their EOD with regard to signal duration and waveform (Feulner et al. 2009a). Those species possess either long or short, biphasic or triphasic, but always species-specific EODs that function as a prezygotic reproductive isolation mechanism and are supposed to have arisen via divergent selection among closely related species (Feulner et al. 2009a). In adult *Campylomormyrus*, the EO, confined to the caudal peduncle (Fig. 1a), is composed of specialized electrocytes (Paul et al. 2015). They have a flat, disk-shaped appearance with a clear orientation toward the longitudinal body axis (Fig. 1b). Unlike SM myocytes, electrocytes possess a number of special evaginations, called stalks, mostly on the posterior face (Paul et al. 2015). These stalks are either fused into major stalks on the posterior face (Fig. 1c, left) or they penetrate the electrocyte and merge at the anterior face to constitute to major stalks (Fig. 1c, right). A branch of the spinal nerve forms numerous synapses with the major stalk, whether on the posterior or on the anterior face of the electrocyte, and the action potentials are propagated along the stalk system to the disk-like part of the electrocyte (Paul et al. 2015). The externally measurable EOD is formed by simultaneous action potentials of all electrocytes. The shape of the EOD in *Campylomormyrus* is often associated with the penetration of the stalks (Gallant et al. 2011), while the structural basis of the EOD duration, which can vary 100-fold across species, is still only partially understood. A very elongated EOD (∼40 ms) is produced by *Campylomormyrus rhynchophorus* and *Campylomormyrus numenius*, which exhibit large foldings or evaginations on the anterior face of the electrocytes, so-called papillae (Kirschbaum et al. 2016; Korniienko et al. 2021). In 2 species with relatively short EOD (Fig. 2a), *Campylomormyrus compressirostris* (0.4 ms) and *Campylomormyrus tamandua* (0.4 ms), many small stalks fuse into 1 major stalk of large diameter after their origin (Paul et al. 2015). In contrast, the stalk system in species with an EOD of medium (e.g. *Campylomormyrus tshokwe*, 5 ms) or long duration (e.g. *C. numenius*, 40 ms) is more branched (Paul et al. 2015). Apart from these differences in the stalk system, species with highly diverged EOD waveforms still show similar electrocyte geometry suggesting further core mechanisms to contribute to the observed EOD variations. Since the electrocytes generate action potentials for EOD, the distribution and repertoire of ion currents have long been considered to play a key role in EOD formation (Lamanna et al. 2014, 2015; Paul et al. 2016; Nagel et al. 2017; Swapna et al. 2018).

**Fig. 1.**
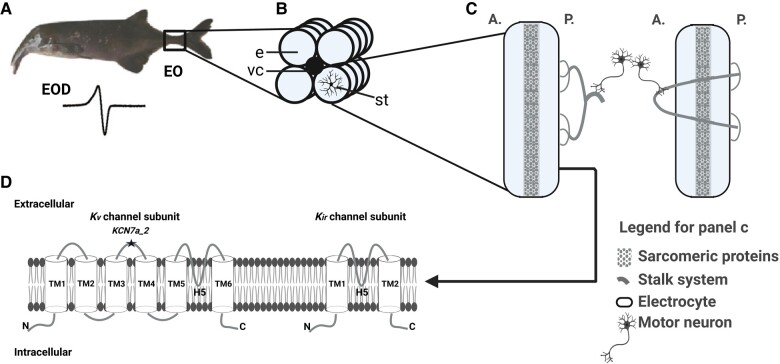
EO and electrocyte structure in *Campylomormyrus* and schematic illustration for potassium channels. a) Electric organ (EO) and electric organ discharge (EOD) in an adult *Campylomormyrus* fish. b) The EO consists of four columns of electrocytes (e) which surround the vertebral column (vc), the stalk system (st) is connected to the posterior face of the electrocyte. c) Anterior (A.) and posterior (P.) faces of electrocytes with two types of stalk system. Panel c is modified from Gallant et al. (2012). d) Schematic illustration of voltage-gated potassium (*K_v_*) channel and inwardly rectifying (*K_ir_*) channel subunit. *K_v_* channel subunit contains six transmembrane (TM) helices, a pore-forming (H5) loop, and cytosolic NH_2_ (N) and COOH (C) termini. The gene KCN7A_2 was inferred to be under positive selection and the mutation encodes the loop between TM3-4. *K_ir_* channel subunit contains only two TMs.

**Fig. 2.**
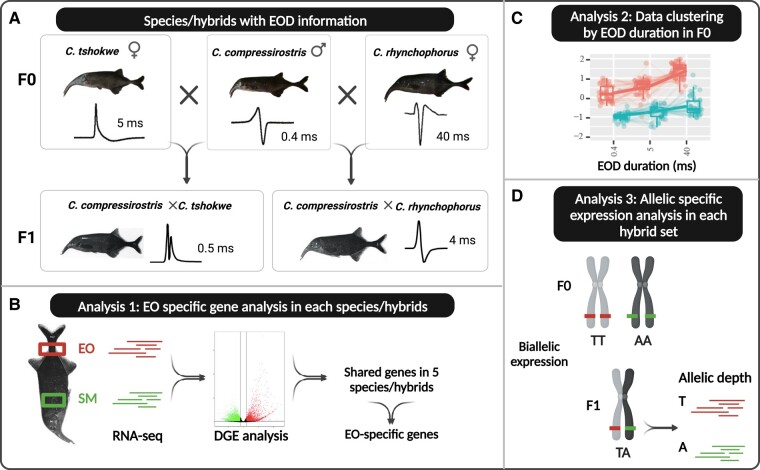
EOD shape and duration of *Campylomormyrus* species and hybrids and the working flow of this study. a) Species/hybrids samples used in the study and their EOD pattern. b) Differential gene expression (DGE) analysis between electric organ (EO) and skeletal muscle (SM) for each species/hybrid to identify genes with EO-specific expression. c) RNA-seq data clustering based on EOD duration change for EO (red) and SM (blue) in F0 species. d) Allele specific expression analysis in each hybrid set.

Sodium and potassium fluxes are considered the most important ion currents in controlling the EOD (Stoddard and Markham 2008). They are the basic requirements for generating an action potential (Mehaffey et al. 2006). Consequently, abundance and properties of sodium and potassium channels are likely to profoundly influence the EOD. The potassium channels can be classified into different classes based on their structure and function: voltage-gated (*K_v_*, includes subfamilies, e.g. *shaker*-related *KCNA* and *shab*-related *KCNB*), inwardly rectifying (*K_ir_*), tandem pore domain channels (*K_2p_*), ligand-gated channels, and calcium-activated channels (*K_ca_*) (Kuang et al. 2015). Two paralogs of the *KCNA7* channel gene originate from the whole genome duplication event in teleost fish, and these paralogs might have undergone subfunctionalization or neofunctionalization in mormyrids: one of them *KCNA7a* is predominantly expressed in the EO of mormyrids, while *KCNA7b* is preferentially expressed in SM (Swapna et al. 2018). The *K_v_* channel contains 6 transmembrane helices (Fig. 1d). In *KCNA7a*, a nonsynonymous substitution was observed in the transmembrane helix 3 and 4 linkers and the encoded amino acid substitution might relate to the EOD duration difference among the mormyrid taxa *Brienomyrus* and *Gymnarchus* (Swapna et al. 2018).

This study focuses on potential molecular mechanisms underlying the divergent EOD among *Campylomormyrus* species as a potential major driver of their adaptive radiation. This study takes further advantage of artificially bred hybrid electric fish. *Campylomormyrus* species hybrids often exhibit an adult EOD, which is similar to the juvenile EOD from one of the parental species, and the adult EOD duration in hybrids is usually intermediate between the 2 parental species (Kirschbaum et al. 2016). Gene expression analyses in hybrids further enable assessment of allelic-specific expression, relative to the expressed trait of interest (here, EOD duration). To enhance our understanding of the genetic regulation of EOD divergence among *Campylomormyrus* species, especially for the EOD duration divergence, we (i) compared the gene expression pattern between EO and SM in the 3 F0 species, *C. compressirostris* (*com*, short and biphasic EOD), *C. tshokwe* (*tsh*, medium and biphasic EOD), and *C. rhynchophorus* (*rhy*, long and triphasic EOD), and 2 F1 hybrids, *C. compressirostris* ♂ × *C. tshokwe* ♀ (*com* × *tsh*, short and biphasic EOD) and *C. compressirostris* ♂ × *C. rhynchophorus* ♀ (*com* × *rhy*, medium and biphasic EOD); (ii) clustered RNA-seq data relative to the EOD duration in 3 F0 species to infer genes with duration-specific expression; and (iii) assessed biallelic-specific expression for 2 hybrid sets (each set includes 2 F0 parental species and their hybrid; Fig. 2).

## Results

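The electric organ (EO) of these fish derives from muscle, and it was compared with skeletal muscle (SM) in 3 purebred species and 2 F1 hybrids of *Campylomormyrus*. Their electric organ discharge (EOD) lasts 0.4 ms in *com*, 0.5 ms in *com* × *tsh*, 4 ms in *com* × *rhy*, 5 ms in *tsh* and 40 ms in *rhy*. EO libraries came from 5 fish each of *com*, *rhy*, *com* × *tsh* and *com* × *rhy* and from 3 of *tsh*. SM libraries came from 4 fish of *com*, 3 of *tsh* and 5 of each other cohort, which makes 45 libraries in all. A few genes took more of the counts in SM than in EO: the 10 highest genes held 25.5% to 60.3% of the counts of an SM library and 13.0% to 21.8% of those of an EO library. The authors trimmed the reads with Trimmomatic, mapped those of every cohort to the *C. compressirostris* genome and counted read pairs per gene with RSEM. Its expected counts, which sum to 8161853 to 30741278 per library, were rounded to whole numbers. The 19441 genes (56.4% of all gene models) with more than 10 counts in at least 2 libraries were kept. For the PCA, counts were normalized by TMM in edgeR and turned into log2 CPM (counts scaled to library size) with a prior count of 2, and each gene was centred but not scaled. Reads of *rhy* and *tsh* that differ too much from the *com* genome would be missing from the counts.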

We examined overall patterns in gene expression using a principal component analysis (PCA) based on all expressed genes (Fig. 3a). 

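No EO library overlapped an SM library on PC1. The 23 EO libraries scored from 55.9 to 129.1 and the 22 SM libraries from -136 to -85.7. Within the EO, the mean PC1 score ran from 101.3 in *rhy* (n = 5) to 117.1 in *com* × *tsh* (n = 5). Within SM it ran from -121 in *com* × *rhy* (n = 5) to -104 in *tsh* (n = 3). PC1 held 46.2% of the variance among libraries, PC2 7.59% and PC3 5.02%.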

Expression profiles of SMs and EOs were broadly separated along PC1, which explained 74% of variance. 

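Along PC2 the EO libraries of *com* and *com* × *tsh*, with the shortest EODs, lay at the negative end, with mean scores of -51.8 ± 21.4 (SD, n = 5) and -56.1 ± 18.9 (SD, n = 5). The EO of *com* × *rhy* scored 36.3 ± 16.0 (SD, n = 5) and that of *tsh* 20.7 ± 12.3 (SD, n = 3). The EO of *rhy*, with the longest EOD, had the highest mean of 64.2 ± 8.01 (SD, n = 5). Neighbouring cohorts in the order of EOD duration were compared by 2-sided exact permutation tests, adjusted over the 4 steps. The step from *com* × *tsh* to *com* × *rhy* was 92.5 (exact p = 0.00794, adjusted p = 0.0317) and that from *tsh* to *rhy* was 43.5 (exact p = 0.0179, adjusted p = 0.0357). Both are the smallest p these group sizes allow. The step from *com* to *com* × *tsh*, -4.33 (exact p = 0.738), and that from *com* × *rhy* to *tsh*, -15.7 (exact p = 0.196, adjusted p = 0.262), were not larger than the spread between libraries. The step from *com* × *rhy* to *tsh*, against the order of EOD duration, passed without EO library comrhy112 (-21.7, adjusted p = 0.0381) and with the 500 genes of largest variance (-26.97, adjusted p = 0.0238). Without EO library tsh118 the step from *tsh* to *rhy* was 49.8 (adjusted p = 0.0952), with 2 *tsh* libraries, too few for a smaller exact p.

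**Figure D1:**
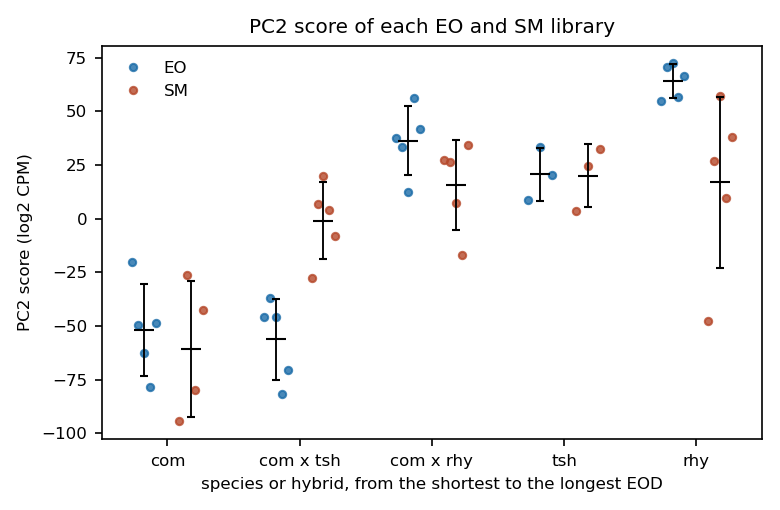
PC2 score of each EO and SM library by cohort, in the order of EOD duration, with the mean and SD of each group. EO means run from -56.1 in *com* × *tsh* to 64.2 in *rhy*, and SM means from -60.7 in *com* to 20.1 in *tsh*.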

The SMs’ expression profiles from all species/hybrids clustered together; however, species/hybrid-specific EOs’ expression profiles were stratified along PC2 (explained 6% of variance), relative to EOD duration (Fig. 3a). 

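In SM, the *com* libraries lay lowest on PC2, at -60.7 ± 31.7 (SD, n = 4), and the other cohorts had means from -1.06 to 20.1. SM scores ranged from -94.4 to 57.1 (SD 38.7, n = 22) and EO scores from -81.5 to 72.3 (SD 53.3, n = 23). The cohort accounted for 92.2% of the variance of PC2 among EO libraries and 59.1% among SM libraries. The SM step from *com* to *com* × *tsh* was 59.7 (exact permutation test, p = 0.0238, adjusted p = 0.0952), and the other SM steps had exact p from 0.222 to 0.964. Of the genes the paper names, the potassium channel genes *KCNA7a_1* and *KCNQ5* had loadings at the *com* end of PC2, at percentiles 0.267 and 0.514 of the 19441 genes. At the *rhy* end were mostly muscle genes, *MYL2*, *TNNC1*, *ATP2a2a*, a copy of *MYL4*, *MYH1*, *MYBPC1*, *ACTC1a*, *MYOZ2* and *MYBPH*, at percentiles 99.5 to 99.9. Among the purebred species, all of these but *MYBPH* were lowest in *tsh* in the EO and in *com* in SM. The mean log2 CPM of *TNNC1* was 1.48 in *com*, -0.399 in *tsh* and 3.95 in *rhy* EO. In SM it was 8.06, 12.3 and 10.7. From *com* to *tsh* EO these genes thus fell, against the order of the scores, while in SM they rose. Muscle transcripts differ between EO libraries within a cohort: 7 libraries of *com*, *rhy* and *com* × *rhy* had a mean log2 CPM of sarcomere genes from 4.90 to 7.92, and the other 16 from 2.17 to 3.96.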

The PCA hence indicates that gene expression in *Campylomormyrus* (i) is EO specific, compared with SM, and (ii) relates to EOD duration, enabling inference of underlying candidate genes.

**Fig. 3.**
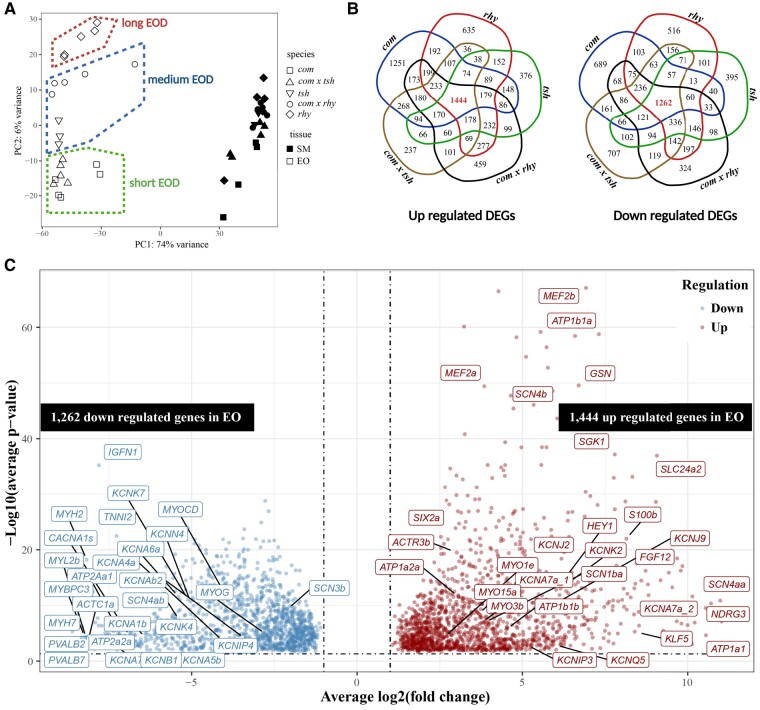
Differential gene expression between EO and SM in *C. compressirostris* (*com*), *C. rhynchophorus* (*rhy*), *C. tshokwe* (*tsh*), and hybrids *C. compressirostris* ♂ × *C. rhynchophorus* ♀ (*com* × *rhy*) and *C. compressirostris* ♂ × *C. tshokwe* ♀ (*com* × *tsh*). a) Principal component analysis (PCA) of gene expression levels between EO and SM in 5 species/hybrids. b) Venn Diagram graph for up (left) and down (right) regulated genes shared in 5 species/hybrids. All differentially expressed genes (DEGs) have |log_2_(fold change)| >1 and a *p*-value < 0.05. Many of the DEGs are related to “membrane” and “plasma membrane” (see supplementary fig. S1). c) Volcano plot showing genes differentially expressed in EO (relative to SM) in all 5 species/hybrids. *X*-axis is the average log_2_(fold change) among 5 species/hybrids, and *y*-axis is the associated –log_10_ (average *p*-value for 5 species/hybrids). Potential candidate genes and genes with low *p*-value or high fold change are labeled with their name.

### Genes with EO-Specific Expression Pattern

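Each cohort's EO was compared with its own SM in a fit of its own, so that a gene could be called in one cohort and not in another. *Com* had the most calls, with 4251 genes upregulated and 2791 downregulated in the EO (n = 5 EO and 4 SM). *Rhy* had 3847 and 2997 (n = 5 and 5), and *tsh* 3043 and 2634 (n = 3 and 3). Of the hybrids, *com* × *tsh* had 3059 and 3127 and *com* × *rhy* 3587 and 2955 (n = 5 and 5 in each). The median log2 fold change over all 19441 genes was 0.34 in *com* and between -0.01 and 0.16 in the other cohorts. Counts were tested with edgeR's quasi-likelihood F test, with p adjusted by Benjamini and Hochberg over all genes, and a gene was called at an adjusted p under 0.05 and a log2 fold change over 1 in either direction. Mean log2 fold changes given for a gene are over the 5 cohorts, with the SD between cohorts. Where no library of a cohort's EO or SM had a count, the fitted fold change depends on the prior count, and a lower bound is given against a floor of 3 counts summed over those libraries. Against 1 to 3 summed counts it depends on the prior count too, which enters the means of *KCNA5b*, *KCNA7a_2*, *KCNJ9*, *KCNK2* and *KCNQ5*. The paper describes both tissues as taken from each specimen, but EO and SM labels share no specimen number. Which libraries share a fish is thus not known, and the fits treat them as independent.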

Differential gene expression analysis was used for pairwise comparisons between EO and SM for each species and hybrid (Fig. 2b). We identified significantly differentially expressed genes (DEGs) based on a |log_2_ folder change (log_2_FC)| > 1 and a *P* < 0.05. We specifically identified genes with an EO-specific expression pattern shared among all *Campylomormyrus* species/hybrids. There were 1,444 upregulated and 1,262 downregulated DEGs that were shared in the comparison of EO and SM in all species/hybrids (Fig. 3b and c).

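In the expected counts, 1278 genes were upregulated and 1141 downregulated in the EO of all 5 cohorts (1466 and 1254 with unadjusted p). Independent lists of the same sizes would share 3.82 and 1.43 genes. Called in 1 cohort only were 1049 genes up in *com*, 626 in *rhy*, 360 in *com* × *rhy*, 315 in *tsh* and 225 in *com* × *tsh*, and from 239 (*com* × *rhy*) to 629 (*com*) genes down. In 1 fit of all libraries *com* × *tsh* had the most genes down alone, 948 against 640 in *com*. Without the EO libraries that hold muscle transcripts it also had the most, 597 against 543 in *com*, and *rhy* had 144 down and 327 up. A further 309 genes were up in the EO of one cohort and down in that of another. The 10 named genes with the largest fitted mean fold change up, a rank that depends on the prior count where an SM had no count, include the sodium channel *SCN4aa*, the signaling genes *NDRG3* and *RET*, the synaptic vesicle gene *SYNGR3* and the peptide precursor *TRH*. The 10 largest down include the myosin genes *MYH1*, *MYH2* and *MYL2b*, the parvalbumins *PVALB2* and *PVALB7* and the muscle creatine kinase *CKM*. *CKM* fell from 53677 ± 37672 CPM (SD, n = 4) in *com* SM to 515 ± 725 (SD, n = 5) in *com* EO, and its mean log2 fold change was -8.41 (SD 2.47).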

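Ion pumps, channels and carriers spanned a wide range of fold changes in the EO. Of the transmembrane ion transport genes of supplementary table S1, 52 of 54 tested were called up in all 5 cohorts (53 when adjusted over the list alone). The study chose this list on the same samples, so the count is not independent evidence. The mitochondrial carrier *SLC25a25b* was called in 4 cohorts (mean log2 fold change 2.64, largest adjusted p = 0.0746) and the transporter *ABCG2* in 3 (2.23, largest adjusted p = 0.119). The proton pump subunit *ATP6v1f* had the smallest mean in the list, 1.5. All 54 were higher in the EO in every cohort.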

Among the DEGs upregulated in the EO, 54 genes were related to transmembrane ion transport (Fig. 3c and Table 1; supplementary table S1, Supplementary Material online). 

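The Na/K pump subunit *ATP1a2a* was abundant in every EO, from 3448 ± 287 CPM (SD, n = 3) in *tsh* to 7175 ± 1673 (SD, n = 5) in *com*, with a mean log2 fold change of 3.08 (SD 0.29). The β-subunits *ATP1b1a* and *ATP1b1b* rose by means of 6.61 (SD 0.57) and 4.53 (SD 1.25), and *ATP1b3a* was lower in the EO of every cohort (mean -4.06). The sodium channel *SCN4aa* (maker-ptg001188l-snap-gene-6.4) was at 1125 ± 221 CPM (SD, n = 5) in *com* EO and 257 ± 36.3 (SD, n = 3) in *tsh* EO, against 0.0805 ± 0.161 (SD, n = 4) in *com* SM and 0 counts in *tsh* SM. The auxiliary subunits *SCN4b* and *SCN1ba* rose by means of 5.36 (SD 0.60) and 3.83 (SD 1.32). All these calls held in each of the 5 cohorts in edgeR's test, the weakest being *ATP1b1b* in *com* × *tsh* (adjusted p = 0.00364). Of 5 sodium channel genes, 3 were up and 2 down, also when adjusted over the list alone. The list was taken from the paper's tables and is not independent evidence.

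**Figure D2:**
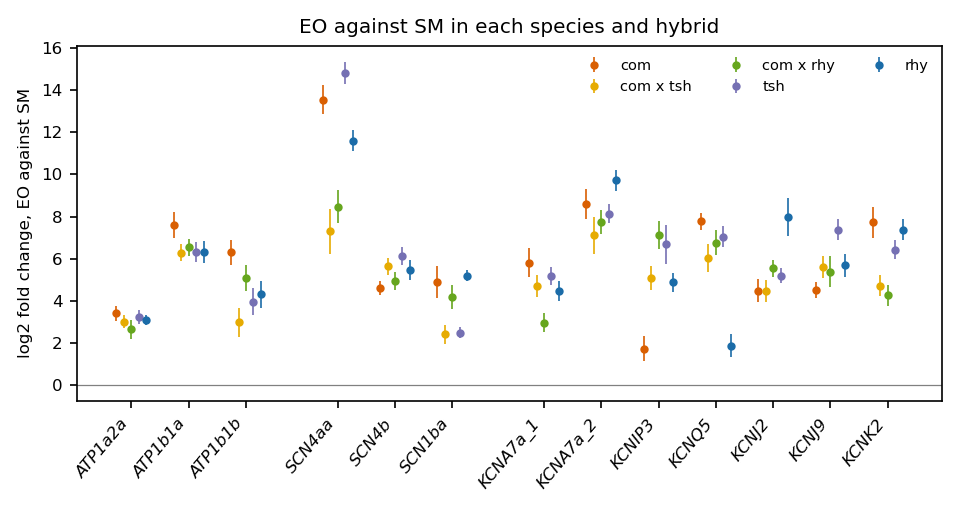
Log2 fold change of EO against SM with its standard error for pump subunits, sodium channel genes and potassium channel genes, a point per cohort. Values above 0 are higher in the EO. *ATP1a2a* lies near 3.08 in every cohort.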

We identified 4 genes encoding sodium/potassium-ATPase α- and β-subunit (*ATP1a1*, *ATP1a2a*, *ATP1b1a*, and *ATP1b1b*) and 3 *Na_v_* channel genes (*SCN4aa*, *SCN4b*, and *SCN1ba*). Several genes encoding for different types of potassium channels were also identified: 4 *K_v_* channel genes (*KCNA7a_1*, *KCNA7a_2*, *KCNIP3*, and *KCNQ5*), 2 *K_ir_* channel genes (*KCNJ2* and *KCNJ9*), and 1 *K_2p_* channel gene (*KCNK2*). 

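Of 13 voltage-gated potassium channel genes in the paper's tables, 4 were up in the EO of all 5 cohorts, 8 were down and 1 was not called in all (4 up and 9 down when adjusted over the list alone). Of 8 other potassium channel genes, 3 were up, 4 were down and 1, *KCNK6*, was not called in all. The study drew both lists from these samples, so they are not independent evidence. *KCNQ5* and *KCNIP3*, a channel-interacting protein, were the least even of those up. The log2 fold change of *KCNIP3* ran from 1.72 in *com* (standard error 0.59, adjusted p = 0.0357 from edgeR) to 7.14 in *com* × *rhy* (standard error 0.67, adjusted p = 2.97e-06). The call in *com* was lost without any 1 of 5 *com* libraries, EO libraries com97 and com101 and SM replicates 12, 13 and 14. That of *KCNQ5* ran from 1.88 in *rhy* to 7.77 in *com*, and its call in *rhy* was lost without the EO libraries that hold muscle transcripts.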

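Among chloride channel genes of the paper's tables, 6 of 8 were up in the EO of all 5 cohorts and 2 were down, with the same counts when adjusted over the list alone. The glycine receptor subunit *GLRBb* rose from 0.157 ± 0.277 to 67.2 ± 8.73 CPM in *rhy* (SD, n = 5 in each) and was at least 723-fold higher in *com* EO than in *com* SM, which had 0 counts. The anoctamins *ANO5* and *ANO10* rose by mean log2 fold changes of 2.76 (SD 0.47) and 2.37 (SD 0.42). The muscle chloride channel *CLCN1* was down, with log2 fold changes from -8.88 in *rhy* to -6.69 in *com* × *rhy*, and was at least 24.0-fold lower in *tsh*, where the EO had 0 counts. The calcium-activated channel *ANO1* was down by a mean of 3.39 on the log2 scale (SD 0.64). Of 6 genes that export calcium across the plasma membrane, 5 were up and *ATP2b2* was down. Among those up was the pump *ATP2b3*, which was at least 7.37-fold (*rhy*) to 20.0-fold (*tsh*) higher in the 4 cohorts whose SM had 0 counts. Both lists came from genes the study selected on these samples and are not independent evidence.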

Further transmembrane ion transport DEGs were chloride, calcium, and other cation channel genes (supplementary table S1, Supplementary Material online). Several solute carrier family genes were also upregulated in the EO, in particular *SLC24a2* (Table 1).

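Solute carriers moved both ways: of 19 in the paper's tables, 12 were up in the EO of all 5 cohorts, 5 were down and 2 were not called in all (13 up and 6 down when adjusted over the list alone, which the study drew from these samples and which is not independent evidence). *SLC24a2* (maker-ptg000148l-snap-gene-9.4), a calcium and cation antiporter, was at 237 ± 39.1 CPM (SD, n = 5) in *rhy* EO and 88.7 ± 23.6 (SD, n = 5) in *com* EO. Its log2 fold change over SM was 7.03 in *com* × *tsh* (standard error 0.52, adjusted p = 3.33e-07 from edgeR) and 8.90 in *tsh* (standard error 0.58, adjusted p = 4.60e-06). It was largest in *rhy*, where with 1 count in all SM libraries the ratio was 7355 (95% counting interval 1320 to 290500). The choline transporter *SLC5a7* was at least 7.05-fold (*tsh*) to 51.4-fold (*com*) higher in the 4 cohorts whose SM had 0 counts, and the noradrenaline transporter *SLC6a2* rose by a mean of 5.49 (SD 0.94). The taurine transporter *SLC6a6* was up (mean 4.09, SD 0.91) and its paralog *SLC6a6b* down (mean -2.57, SD 0.59).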

**Table 1:** Candidate genes in EO and their descriptions, including the average log_2_FC and average *P*-value

ID	Blast gene	Highlights of predicted function	Gene description	Category	Average log_2_FC	Average *P*-value
maker-ptg000361l-augustus-gene-0.2-mRNA-1	*ACTR3b*	F-actin dynamics/polymerization	ARP3 actin-related protein 3 homolog B	Cytoskeletal and sarcomeric	3.02	3.16E−20
maker-ptg000346l-snap-gene-25.173-mRNA-1	*GSN*	F-actin dynamics/polymerization	Gelsolin	Cytoskeletal and sarcomeric	6.70	2.7189E–50
snap_masked-ptg000028l-processed-gene-137.57-mRNA-1	*MYO15a*	Unconventional myosin; actin-based motor protein	Unconventional myosin-XV	Cytoskeletal and sarcomeric	3.68	3.4002E–09
maker-ptg001003l-snap-gene-2.16-mRNA-1	*MYO1e*	Unconventional myosin; actin-based motor protein	Unconventional myosin-Ie	Cytoskeletal and sarcomeric	2.63	5.7074E–05
maker-ptg002090l-augustus-gene-35.16-mRNA-1	*MYO3b*	Unconventional myosin; actin-based motor protein	Myosin-IIIb	Cytoskeletal and sarcomeric	3.75	1.4271E–07
maker-ptg000215l-snap-gene-13.31-mRNA-1	*S100b*	Cytosolic Ca2+-binding protein of the EF-hand superfamily	S100 calcium binding protein B	Signaling	8.14	1.0122E–22
maker-ptg000049l-snap-gene-23.20-mRNA-1	*FGF12*	Possibly regulate voltage-gated sodium channels	Fibroblast growth factor 12	Signaling	8.72	5.8498E–17
maker-ptg000838l-snap-gene-3.218-mRNA-1	*NDRG3*	Predicted to be involved in signal transduction	N-Myc downstream-regulated gene 3 protein	Signaling	11.02	7.4446E–08
maker-ptg001563l-augustus-gene-5.35-mRNA-1	*SGK1*	Serine/threonine-protein kinase	Serine/threonine-protein kinase Sgk1	Signaling	7.79	6.6327E–38
maker-ptg001088l-snap-gene-0.7-mRNA-1	*SIX2a*	Target ARE promoter elements in sodium/potassium adenosine triphosphatases	SIX homeobox 2	Transcription factor	3.05	1.221E–27
maker-ptg000783l-snap-gene-6.78-mRNA-1	*HEY1*	Developing cardiac conduction pathway	Hes-related family bHLH transcription factor with YRPW motif 1	Transcription factor	6.02	1.5325E–13
maker-ptg001740l-augustus-gene-1.112-mRNA-1	*KLF5*	Rebalance potassium channels	Krüppel-like factor 5	Transcription factor	8.39	5.0491E–06
maker-ptg000008l-snap-gene-10.43-mRNA-1	*MEF2a*	Transcriptional activator for numerous muscle-specific genes	Myocyte-specific enhancer factor 2A	Transcription factor	3.85	3.7818E–50
maker-ptg001270l-snap-gene-47.16-mRNA-1	*MEF2b*	Transcriptional activator for numerous muscle-specific genes	Myocyte-specific enhancer factor 2B	Transcription factor	6.92	8.4583E–68
maker-ptg000970l-augustus-gene-2.127-mRNA-1	*ATP1a1*	Sodium/potassium-ATPase α-subunit	Sodium/potassium-transporting ATPase subunit alpha-1	Transmembrane ion transport	10.55	2.1894E–05
snap_masked-ptg001156l-processed-gene-0.19-mRNA-1	*ATP1a2a*	Sodium/potassium-ATPase α-subunit	Sodium/potassium-transporting ATPase subunit alpha-2	Transmembrane ion transport	3.07	2.6317E–12
maker-ptg001047l-snap-gene-1.63-mRNA-1	*ATP1b1a*	Sodium/potassium-ATPase β-subunit	ATPase sodium/potassium transporting beta 1a	Transmembrane ion transport	6.59	3.6325E–59
maker-ptg000509l-snap-gene-9.39-mRNA-1	*ATP1b1b*	Sodium/potassium-ATPase β-subunit	ATPase sodium/potassium transporting beta 1b	Transmembrane ion transport	4.51	2.0647E–06
maker-ptg000028l-snap-gene-81.10-mRNA-1	*KCNA7a_1*	*Kv* channel	Potassium voltage-gated channel subfamily A member 7a	Transmembrane ion transport	4.60	2.5847E–11
maker-ptg000028l-snap-gene-81.8-mRNA-1	*KCNA7a_2*	*Kv* channel	Potassium voltage-gated channel subfamily A member 7a	Transmembrane ion transport	8.27	3.5553E–12
maker-ptg001427l-snap-gene-13.20-mRNA-1	*KCNIP3*	*Kv* channel	Calsenilin	Transmembrane ion transport	5.11	0.00099357
maker-ptg000697l-snap-gene-6.109-mRNA-1	*KCNQ5*	*Kv* channel	Potassium voltage-gated channel subfamily Q member 5	Transmembrane ion transport	5.94	0.00093894
maker-ptg000265l-est_gff_est2genome-gene-6.33-mRNA-1	*KCNJ2*	*Kir* channel	Inward rectifier potassium channel 2	Transmembrane ion transport	5.53	1.1222E–20
maker-ptg000830l-augustus-gene-5.123-mRNA-1	*KCNJ9*	*Kir* channel	G protein-activated inward rectifier potassium channel 3	Transmembrane ion transport	5.77	2.6324E–10
snap_masked-ptg001118l-processed-gene-0.13-mRNA-1	*KCNK2*	*K2p* channel	Potassium channel subfamily K member 2	Transmembrane ion transport	6.15	9.238E–14
maker-ptg000253l-augustus-gene-20.10-mRNA-1	*SCN1ba*	*Nav* channel	Sodium channel subunit beta-1	Transmembrane ion transport	3.84	1.2983E–07
maker-ptg001188l-snap-gene-6.4-mRNA-1	*SCN4aa*	*Nav* channel	Sodium channel protein type 4 subunit alpha A	Transmembrane ion transport	10.98	1.2737E–11
maker-ptg002239l-snap-gene-5.5-mRNA-1	*SCN4b*	*Nav* channel	Sodium voltage-gated channel beta subunit 4	Transmembrane ion transport	5.34	8.1806E–47
maker-ptg000148l-snap-gene-9.4-mRNA-1	*SLC24a2*	Calcium, potassium:sodium antiporter	Solute carrier family 24 member 2	Transmembrane ion transport	9.06	1.1057E–37

Eighteen genes upregulated in the EO were associated with cytoskeletal and sarcomeric protein (supplementary table S1, Supplementary Material online). 

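Of the cytoskeletal and sarcomeric genes of supplementary table S1, 13 of 16 tested were called up in all 5 cohorts (16 when adjusted over the list alone). The list is not independent evidence, since it was selected on these samples. The exceptions were both *MYO1d* copies, called in 3 cohorts each with largest adjusted p of 0.0770 and 0.0584, and *ARPC5*, called in 4 (0.0519). Among genes with counts in every SM, the largest mean log2 fold changes were those of the microtubule-binding gene *MAP7d1* (8.27) and the cytolinker *EPPK1* (7.76). A copy of the atrial myosin light chain gene *MYL4* was at least 11.3-fold (*com* × *tsh*) to 129.3-fold (*rhy*) higher in the 3 cohorts whose SM had 0 counts. The other *MYL4* copy was down, with a mean of -7.54.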

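*GSN* encodes gelsolin, which severs actin filaments. It reached 831 ± 49.5 CPM (SD, n = 5) in *com* EO against 4.05 ± 1.87 (SD, n = 4) in *com* SM, and its mean log2 fold change over the cohorts was 6.70 (SD 0.68). *MYO3b* and *MYO15a*, both unconventional myosins, rose by means of 3.75 (SD 0.65) and 3.67 (SD 1.15), and the nonmuscle myosin *MYH10* by 1.56 (SD 0.24). *MYO1e* rose by 2.63 (SD 0.30), and its weakest call was in *com* (adjusted p = 0.0194 from edgeR). That call was lost without *com* SM replicate 12, 14 or 15. Of 11 genes of actin dynamics and unconventional myosins in the paper's table of upregulated genes, 8 were up in all 5 cohorts (11 when adjusted over the list alone). The list was selected on these samples as upregulated and is not independent evidence. Other unconventional myosins were lower in the EO of all 5 cohorts: *MYO18b* (mean -3.93), both copies of *MYO18a* (-4.17 and -3.04) and *MYO16*, which had a log2 fold change of -2.89 in *com* and was at least 36.6-fold lower in *com* × *tsh*, where the EO had 0 counts.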

The predicted functions of those genes were mainly related to F-actin dynamics and unconventional myosin activity (Table 1). A signaling gene *NDRG3* showed very high overexpression in EO (log_2_FC = 11.02), as well as the genes *SGK2*, *S100b*, and *FGF12*. 

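*NDRG3* (maker-ptg000838l-snap-gene-3.218) was at 183 to 294 CPM in the EO of the 5 cohorts, with 294 ± 19.2 (SD, n = 5) in *rhy*. SM held 0 counts of it in *com*, 2 to 3 in *tsh*, *rhy* and *com* × *rhy*, and 69 in *com* × *tsh*. In *com* it was thus at least 1970-fold higher in the EO, and in *rhy* the ratio was 4441 (95% counting interval 1229 to 36670). In *com* × *tsh* its log2 fold change was 7.28 (standard error 1.04, adjusted p = 8.97e-05 from edgeR). *S100b*, a calcium-binding protein, was among the more abundant EO transcripts, from 1126 CPM in *com* to 1804 in *com* × *rhy*, with a mean log2 fold change of 8.14 (SD 0.59). *SGK1*, the serum- and glucocorticoid-regulated kinase of Table 1, rose by a mean of 7.79 (SD 1.14). *FGF12*, which encodes an intracellular growth factor homolog, was at 20.7 to 45.5 CPM in the EO and was at least 205-fold higher in *tsh* EO than in *tsh* SM, at 0 counts. Of 20 signaling genes in supplementary table S1, 18 were called up in all 5 cohorts (19 when adjusted over the list alone, which is not independent evidence).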

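Among transcription factors in the paper's tables, 7 of 9 were up in the EO of all 5 cohorts and 2 were down, also when adjusted over the list alone. *SIX2a* had the most even fold change, a mean log2 of 3.07 (SD 0.32), at 222 to 347 CPM in the EO. *HEY1*, a Notch target, rose by 6.03 (SD 1.46) from no more than 1.00 CPM in SM. *FOXL2* was at least 475-fold higher in *tsh* EO and at least 478-fold higher in *rhy* EO, since neither SM held a count, and its log2 fold change in *com* was 5.85 (standard error 0.86, adjusted p = 0.000261 from edgeR). *ETV5*, which the text does not name, rose by a mean of 5.11. The study selected this list on the same samples, so it is not independent evidence.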

The upregulated transcription factors in the EO included Krüppel-like factor 5 (*KLF5*), *FOXL2*, *SIX2a*, *HEY1*, and 2 myocyte-specific enhancer factors (*MEF2a* and *MEF2b*).

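Most genes of the contractile apparatus fell from SM to EO. The myosin heavy chain *MYH1* (snap_masked-ptg000407l-processed-gene-2.145) was at 26482 ± 19325 CPM (SD, n = 5) in *rhy* SM and 130 ± 154 (SD, n = 5) in *rhy* EO, and its mean log2 fold change was -8.60 (SD 2.47). Of 25 sarcomere genes in the paper's tables, 20 were down in all 5 cohorts and none was up (24 down when adjusted over the list alone). The list leaves out both copies of *MYL4*, of which 1 was up and 1 down. All 6 fast muscle isoforms and 6 of 9 slow or cardiac isoforms were down in all 5 (6 and 9 when adjusted over the lists alone). Of the cytoskeletal and sarcomeric genes of supplementary table S2, 35 of 40 tested were down in all 5 cohorts (40 when adjusted over the list alone). These lists were selected on these samples and are not independent evidence. Sarcomere transcripts varied between EO libraries, and the largest mean log2 CPM of the list, 7.92, was in EO library comrhy113. The SD of the fold changes over cohorts includes this.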

In the downregulated DEGs in EO (or upregulated in SM), 44 genes were classified into the category “cytoskeletal and sarcomeric” (Fig. 3c; supplementary table S2, Supplementary Material online). There were 37 transmembrane ion transport genes downregulated in EO, which were related to the ions potassium, sodium, and calcium. In contrast to the expression pattern of the 2 *KCNA7a* copies, 5 *K_v_1* subfamily genes (*KCNA1b*, *KCNA4a*, *KCNA5b*, *KCNA6a*, and *KCNA7b*) were downregulated in the EO. This was also the case for other potassium and sodium channel genes, e.g. *K_v_* subfamily genes (*KCNB1*, *KCNE4*, and *KCNIP4*), *K_2p_* subfamily genes (*KCNK4*, *KCNK7*), a *K_ca_* subfamily gene (*KCNN4*), and *Na_v_* channel genes (*SCN3b*, *SCN4ab*). 

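Of genes of excitation-contraction coupling and sarcoplasmic reticulum calcium, all 9 on a list were down in the EO of all 5 cohorts, also when adjusted over the list alone. The list leaves out the reticulum calcium pumps *ATP2a2* and *ATP2a2b*, which were up in all 5 cohorts by means of 1.90 (SD 0.50) and 2.73 (SD 0.83). The calcium pump *ATP2a1* was at 72610 ± 35543 CPM (SD, n = 5) in *com* × *rhy* SM, and its mean log2 fold change was -7.28 (SD 1.81). The L-type channel subunit *CACNA1s* fell by a mean of 6.85 on the log2 scale (SD 1.69) and calsequestrin *CASQ1a* by 7.26 (SD 1.21). Of 6 EF-hand calcium-binding genes, *PVALB9* and *S100b* were up and the 4 others down. Of the transmembrane ion transport genes of supplementary table S2, 35 of 37 were down in all 5 cohorts (37 when adjusted over the list alone). These lists come from the study's own selection on these samples and are not independent evidence. The EO level of *ATP2a1* was 57.1 ± 5.94 CPM (SD, n = 3) in *tsh*. In *com* × *rhy* it ran from 30.9 to 8664 CPM over the 5 libraries, and most of the mean of 1950 comes from EO library comrhy113, the highest in sarcomere transcripts.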

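*KCNA7b* is a paralog of the *KCNA7a* copies. It was at 122 ± 17.8 CPM (SD, n = 3) in *tsh* SM and 0.104 ± 0.102 (SD, n = 3) in *tsh* EO, a log2 fold change of -9.99 (standard error 0.46, adjusted p = 1.44e-06 from edgeR). In *com* × *rhy* it was -4.87 (standard error 1.22, adjusted p = 0.00568). *KCNA1b* had a log2 fold change of -5.55 in *rhy* (standard error 1.11, adjusted p = 0.00118) and was at least 91.2-fold lower in *com* × *tsh*, where the EO had 0 counts. Over the 5 cohorts *KCNA6a* had a mean of -5.30 (SD 1.18), *KCNA5b* -4.49 (SD 0.44) and *KCNA4a* -3.99 (SD 0.61). In *com*, the call of *KCNA4a* was lost without SM replicate 13 or 15 and that of *KCNA5b* without SM replicate 15.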

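*SCN4ab*, a paralog of *SCN4aa*, was at 103.1 to 178 CPM in SM and 1.43 to 8.45 in the EO, and its mean log2 fold change was -5.36 (SD 0.87). *SCN3b* fell by a mean of 2.05 on the log2 scale (SD 0.45). The leak channels *KCNK4* and *KCNK7* had means of -4.89 (SD 1.15) and -5.02 (SD 0.34), and the calcium-activated channel *KCNN4* -4.98 (SD 0.84). *KCNIP4* had a mean of -3.16 (SD 0.30), with a largest adjusted p of 0.0352 from edgeR. Its call in *com* was lost without EO library com97, com100 or com101 or SM replicate 13 or 15. *KCNE4* was down in 4 of 5 cohorts. In *com* it was at 1.47 ± 0.533 CPM (SD, n = 5) in the EO and 3.42 ± 2.22 (SD, n = 4) in SM, a log2 fold change of -1.22 (standard error 0.48, adjusted p = 0.0605). It was called in *com* without *com* SM replicate 12, and with DESeq2.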

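*MYOCD*, which encodes the coactivator myocardin, was at 1057 to 1988 CPM in SM and 33.998 to 157 in the EO, and its mean log2 fold change was -3.87 (SD 1.17). It was still well above 0 in every EO. *MYOG*, which encodes the muscle regulator myogenin, was rarer, at 12.3 to 78.8 CPM in SM. Its log2 fold change ran from -3.59 in *com* (standard error 0.56, adjusted p = 0.000372 from edgeR) to -1.59 in *rhy* (standard error 0.38, adjusted p = 0.00442), and in *rhy* the EO and SM libraries overlapped. The call of *MYOG* in *rhy* was lost without the 3 *rhy* EO libraries that hold muscle transcripts.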

Two muscle-specific transcription factors, *MYOCD* and *MYOG*, were also downregulated in EO (supplementary table S2, Supplementary Material online).

We applied a Gene Ontology (GO) enrichment analysis to further examine the function of all the up- and downregulated DEGs in EO, respectively (Dennis et al. 2003). Among the upregulated DEGs in the EO, there were 44 significantly enriched GO terms (Fisher's exact test *P* < 0.01; supplementary fig. S1 and table S3, Supplementary Material online). Among them, the 3 GO terms with the highest number of DEGs were all related to the cell membrane: membrane (464 DEGs), integral component of membrane (309 DEGs), and plasma membrane (237 DEGs). There were 47 DEGs assigned to the enriched GO term “ion transport.” Sixty-two and 35 DEGs were assigned to the enriched Golgi-related GO terms “Golgi membrane” and “Golgi apparatus,” respectively. In addition, there were 23 DEGs assigned to the enriched GO term “actin filament binding.” There were 73 GO terms significantly enriched for DEGs downregulated in the EO (upregulated in SM; supplementary fig. S2 and table S4, Supplementary Material online). They were associated with skeletal and cardiac muscle tissue–related GO terms.

### Genes with Expression Levels Related to EOD Duration

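In a PCA of the 23 EO libraries alone, PC1 kept the order of the cohorts found on PC2 of all libraries, apart from *com* and *com* × *tsh*, whose difference of 6.85 lay within the spread between libraries (exact permutation test, adjusted p = 0.571). The step from *com* × *tsh* to *com* × *rhy* was 94.1 (exact test, adjusted p = 0.0317), that from *com* × *rhy* to *tsh* -15.0 (exact test, adjusted p = 0.190) and that from *tsh* to *rhy* 58.1 (exact test, adjusted p = 0.0357). No correlation over libraries was computed, because they form a cluster per cohort and each cohort has a single EOD duration. From the separation of the tissues on PC1 and the order of the EOs on PC2, the paper reasons that expression is specific to the EO and relates to EOD duration, so that candidate genes can be sought.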

The PCA plot from transcriptome-wide gene expression showed a significant association between overall gene expression and EOD duration in all species/hybrids (PC2 in Fig. 3a; accounting for 6% of the variance in gene expression). DESeq2 provides a likelihood ratio test (LRT) that compares how well a gene's read count data fit a “full model” (with independent variables) compared to a “reduced model” (without those variables). Therefore, it is well suited to explore whether there are any significant associations of gene expression levels across a series of values of an independent variable (here, EOD duration; Love et al. 2015). Specifically, we used this approach to test whether a gene's expression fits a pattern of increasing or decreasing over the different durations in 2 different tissues, EO and SM (Bendjilali et al. 2017). 

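Before EOD duration was brought in, the species were compared within a tissue. In the EO, 1882 genes were higher and 2261 lower in *rhy* than in *com* (n = 5 each), and 1332 and 1337 without the EO libraries that hold muscle transcripts. Between *tsh* (n = 3) and *com*, 1918 were higher and 2144 lower in *tsh*, and between *rhy* and *tsh*, 879 were higher and 1137 lower in *rhy* (525 and 515 without the same libraries). In SM, 661 genes were higher and 583 lower in *rhy* (n = 5) than in *com* (n = 4). Without *com* SM replicate 12 these were 248 and 364 genes, without *com* SM replicate 14 they were 193 and 310, and without *rhy* SM replicate 19 they were 393 and 367, so neither the number nor the balance is settled. The sodium and calcium exchanger *SLC8a1a* was higher in *rhy* EO than in *com* EO, by a log2 fold change of 3.12 (standard error 0.30, adjusted p = 5.33e-08 from edgeR). Of 14 nerve and synapse genes, 7 were lower in *rhy* EO and 2 higher, and a camera test of the list, run on edgeR counts, gave an adjusted p = 0.232 over 18 lists. No list passed, with the preset or an estimated correlation between genes. For EOD duration, all libraries of the F0 species were fitted with species, tissue and their interaction in edgeR, and the interaction was tested over the 3 levels of EOD duration. A gene was called rising or falling when it passed that test, was higher in EO than in SM in every F0 species by mean log2 CPM, and its EO mean rose or fell from *com* over *tsh* to *rhy*. With a single species per EOD duration, and *tsh* wild-caught and kept in RNAlater, EOD duration cannot be told apart from species.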

In order to avoid any bias potentially stemming from distorted expression pattern in the hybrids, we only used the quantification data from the parental purebred (F0) species. The LRT analysis returned 1,874 significant genes using a threshold of adjusted *P*-value (*P*_adj_) < 0.05. Those genes were further sorted into groups using the degPatterns function (Pantano 2019). 

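The effect of tissue differed between the F0 species in 4454 of 19441 genes (22.9%) at an adjusted p under 0.05 in edgeR's quasi-likelihood F test. Of these, 1257 were higher in the EO than in SM in all 3 species. SM itself differed between species. Of 6 fast muscle isoforms, 4 were lower in *tsh* SM than in *com* SM (median log2 fold change -2.51). Of 9 slow or cardiac isoforms 1 was higher there (median 2.37). Between *rhy* and *com* SM no gene of either list was called. An interaction can therefore come from SM as well as from the EO. The difference in EO effect between *rhy* and *com* was called in 1261 genes with a higher log2 fold change in *rhy* and 1580 with a lower. Between *rhy* and *tsh* it was called in 318 and 301 genes. EOD duration entered as a number in ms gave 1185 genes and its log10 gave 2453. Without the EO libraries that hold muscle transcripts there were 2149, of which 2062 were among the 4454.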

Each such group contained genes following a specific pattern of expression across the different duration values in the analyzed tissues EO and SM (Pantano 2019).

The degPatterns function generated 27 groups of different expression patterns in EO and SM, relative to EOD duration (supplementary fig. S3, Supplementary Material online). To identify EOD duration–specific genes, we focused on the groups meeting the following criteria: (i) the gene expression level in EO is higher than SM in all F0 species (i.e. the gene is consistently upregulated in the EO), and (ii) the gene expression level in the EO shows an increasing or decreasing pattern, relative to EOD duration. 

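Rising and falling genes were counted by fixed rules, not by clustering. Eligible were the 1257 genes with an interaction that were higher in EO in every F0 species. Some of them would rise or fall under any order of 3 species, and that share was not computed. With EOD duration, the EO level rose in 227 genes and fell in 334. These were 99 and 145 with EOD duration in ms, 151 and 265 with its log10, 350 and 635 without *tsh*, and 110 and 175 without the EO libraries that hold muscle transcripts. Of the rising genes 68, and of the falling genes 34.1%, were called up in the EO of all 5 cohorts, hybrids included. Among named genes, *KCNIP3* rose from 6.32 CPM in *com* EO to 35.0 in *rhy* EO, a log2 fold change of 2.47 (standard error 0.59, adjusted p = 0.00197 from edgeR), and the sodium channel subunit *SCN1ba* rose by 2.25. *SLC24a2* rose by 1.44 (standard error 0.20, adjusted p = 5.48e-06), but its interaction was near the threshold (adjusted p = 0.0452). Its call as rising was lost in 17 of 25 fits without a library, all but those without EO library com100, *com* SM replicates 12, 13 and 14, each *tsh* SM library and *rhy* SM replicate 19. It was also lost with DESeq2's size factors in edgeR, with log10 of EOD duration and without the EO libraries that hold muscle transcripts (adjusted p from 0.00627 to 0.117 over the alternatives). Named genes that fell include the acetyltransferase *NAT18* (-4.05), the kainate receptor *GRIK3* (-3.77), the kinase *CAMK1d* (-2.58), the calcium channel *CACNA1b* (-2.08) and the pacemaker channel *HCN2* (-1.63). The calls of *SCN1ba* and *CACNA1b* were lost with EOD duration in ms, with its log10 and without *tsh*, that of *KCNIP3* with EOD duration in ms, and that of *NAT18* without the EO libraries that hold muscle transcripts. Without those libraries *KCNIP3* and *CACNA1b* kept the call of rising or falling, but between *rhy* and *com* EO their log2 fold changes of 2.27 and -1.43 were no longer called. The largest changes were in genes without a name in the paper's tables: maker-ptg000610l-snap-gene-7.3 had a log2 fold change of 6.99 and maker-ptg000575l-augustus-gene-6.4 one of -6.23. Without the EO libraries that hold muscle transcripts, 90 of the 227 rising and 149 of the 334 falling genes were still called.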

Two groups showed a consistent increasing expression pattern (group 5, 41 genes; group 6, 239 genes) and 1 a decreasing expression pattern (group 3, 405 genes), relative to the EOD duration (Fig. 4).

**Fig. 4.**
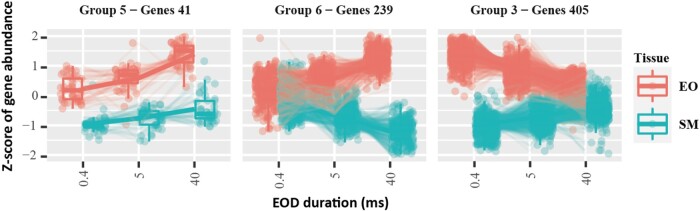
RNA-seq data clustered by EOD duration (only for the 3 purebred species).

In the increased expression pattern groups (5 and 6), we found *K_ir_* subfamily gene *KCNJ2* and the transcription factor *KLF5*; both were found among the genes with EO-specific expression as well (Table 2). 

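*KCNJ2* (maker-ptg000265l-est_gff_est2genome-gene-6.33) encodes an inward rectifier potassium channel. Its EO level was 166 ± 68.4 CPM (SD, n = 5) in *com* and 2730 ± 236 (SD, n = 5) in *rhy*, a log2 fold change of 4.05 (standard error 0.31, adjusted p = 2.42e-09 from edgeR). Its interaction of tissue and EOD duration had an adjusted p of 0.00936. It no longer passed with EOD duration as a number in ms, or without the EO libraries that hold muscle transcripts, where with fewer libraries the log2 fold change from *com* to *rhy* EO was still 3.775. *KLF5* (maker-ptg001740l-augustus-gene-1.112), a Krüppel-like factor, was at 357 ± 135 CPM (SD, n = 5) in *com* EO and 580 ± 106 (SD, n = 5) in *rhy* EO. The log2 fold change of 0.72 (standard error 0.26, adjusted p = 0.0340) stayed below the threshold of 1. Its interaction passed (adjusted p = 0.00254), with an EO against SM log2 fold change of 8.94 in *com* and 7.28 in *rhy*, so the effect of tissue was smaller in *rhy*. The mean log2 CPM of *KLF5* in *com*, *tsh* and *rhy* was 8.38, 8.51 and 9.13 in EO. In SM it was -0.682, -2.54 and 1.61. The species thus differed more in SM, where the level was low, and the interaction does not rest on a rise in EO alone. With *com* EO replicate 97 or EO library tsh117 left out, *KLF5* was no longer called rising. EOD duration in ms or as log10, or *com* and *rhy* alone, left its interaction above the threshold.

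**Figure D3:**
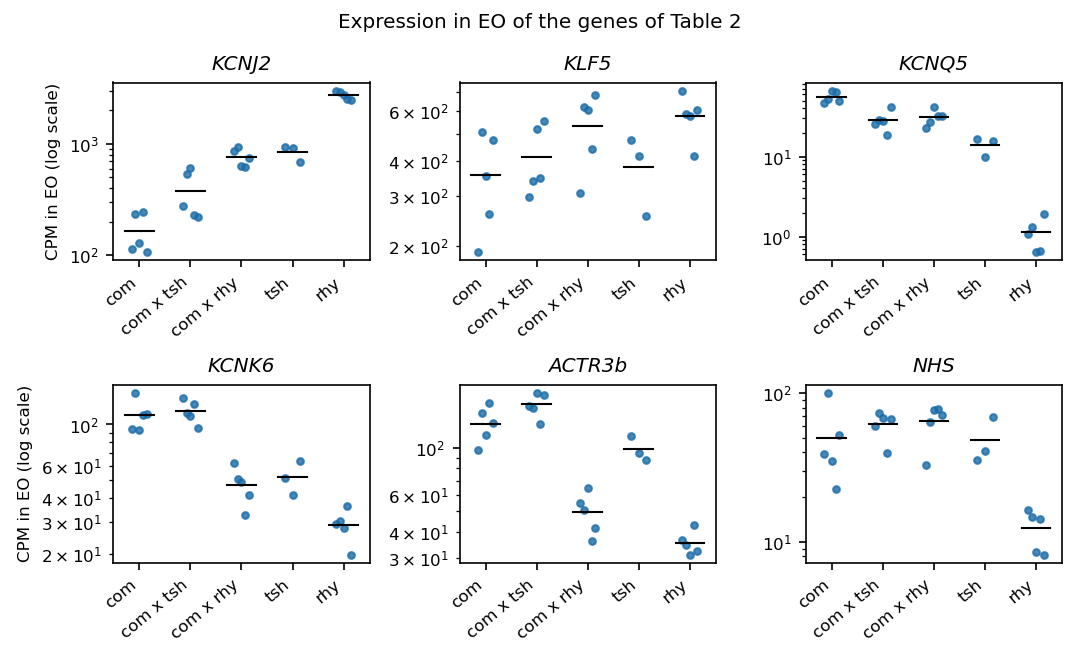
CPM of the 6 genes of Table 2 in each EO library, by cohort in the order of EOD duration, on a log axis, with the mean of each cohort as a line. *KCNJ2* rises from 166 CPM in *com* to 2730 in *rhy*, and *KCNQ5* falls from 56.1 to 1.13.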

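*KCNQ5* (maker-ptg000697l-snap-gene-6.109), a voltage-gated potassium channel gene, had the steepest fall of these named genes in the EO, from 56.1 ± 9.19 CPM in *com* to 1.13 ± 0.53 in *rhy* (SD, n = 5 each), a log2 fold change of -5.63 (standard error 0.31, adjusted p = 5.34e-11 from edgeR). *KCNK6* (maker-ptg001966l-augustus-gene-18.42) fell from 112.1 ± 22.1 to 28.7 ± 5.99 CPM, a change of -1.95 (standard error 0.19, adjusted p = 6.97e-08). *ACTR3b* (maker-ptg000361l-augustus-gene-0.2), an actin-related protein gene, fell from 131 ± 25.6 to 35.4 ± 4.63 CPM, a change of -1.87 (standard error 0.16, adjusted p = 1.80e-08). *NHS* (maker-ptg000509l-snap-gene-4.4), an actin regulator gene, fell from 49.9 ± 30.04 to 12.47 ± 3.81 CPM, a change of -1.99 (standard error 0.33, adjusted p = 6.85e-05). *NHS* did not fall from *com* to *tsh*, at 48.7 ± 18.39 CPM (SD, n = 3; log2 fold change 0.03, adjusted p = 0.967), so it was not called falling. It was called falling without EO library com101, EO library com102 or EO library tsh120. The interaction of tissue and EOD duration had adjusted p of 7.68e-05 for *KCNQ5* and *ACTR3b*, 0.0278 for *KCNK6* and 0.00680 for *NHS*. That of *KCNK6* was above 0.05 with EOD duration in ms and without EO library rhy116 or *rhy* SM replicate 17, that of *NHS* was above it with log10 of EOD duration, and those of *KCNK6* and *NHS* were above it without the EO libraries that hold muscle transcripts.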

In the decreased expression group 3, there were 2 transmembrane ion transport genes (*KCNK6* and *KCNQ5*) and 2 cytoskeletal and sarcomeric genes (*ACTR3b* and *NHS*; Table 2).

**Table 2:** Genes with expression correlated to EOD duration and their description

Group	Gene ID in annotation	Gene	Highlights of predicted function	Gene description	Category
3	maker-ptg000361l-augustus-gene-0.2-mRNA-1	*ACTR3b*	F-actin dynamics/polymerization	ARP3 actin-related protein 3 homolog B	Cytoskeletal and sarcomeric
3	maker-ptg000509l-snap-gene-4.4-mRNA-1	*NHS*	Regulator of actin remodeling	Nance–Horan syndrome protein	Cytoskeletal and sarcomeric
3	maker-ptg001966l-augustus-gene-18.42-mRNA-1	*KCNK6*	Outward rectification in a physiological potassium gradient and mild inward rectification in symmetrical potassium conditions	Potassium channel subfamily K member 6	Transmembrane ion transport
3	maker-ptg000697l-snap-gene-6.109-mRNA-1	*KCNQ5*	Voltage-gated potassium channel	Potassium voltage-gated channel subfamily Q member 5	Transmembrane ion transport
5	maker-ptg000265l-est_gff_est2genome-gene-6.33-mRNA-1	*KCNJ2*	Inwardly rectifying potassium channel	Inward rectifier potassium channel 2	Transmembrane transport
5	maker-ptg001740l-augustus-gene-1.112-mRNA-1	*KLF5*	Transcription factor, which might regulate potassium channel genes	Krüppel-like factor 5	Transcription factor

Assigning DEGs with increasing expression pattern to GO terms revealed 19 significantly enriched (Fisher's exact *P* < 0.05) GO terms (supplementary fig. S4 and table S5, Supplementary Material online). Eighteen genes were assigned to the enriched GO term “Golgi apparatus” and 13 to “ion transport.” Among the genes with decreasing expression pattern (group 3), 41 GO terms were significantly enriched (supplementary fig. S5 and table S6, Supplementary Material online). Twelve of the genes were assigned to the GO term “axon guidance,” which yielded the lowest *P*-value. There were also several enriched terms that might be functionally related to the EOD, e.g. membrane, Golgi membrane and apparatus, calcium ion binding, and ATP binding.

### Allele-Specific Expression in F1 Hybrids

Two cohorts of F1 hybrids with 1 short-duration EOD (*com* × *tsh*) and 1 medium-duration EOD (*com* × *rhy*) were analyzed in our study. In total, we identified fixed single nucleotide polymorphisms (SNPs; homozygous in parental species) in 177 genes differentially expressed in EO and in 52 differentially expressed in SM in the hybrid *com* × *rhy*. For the hybrid *com* × *tsh*, the respective SNP numbers were 77 in genes differentially expressed in the EO and 36 in genes differentially expressed in the SM (Fig. 5a). For each of these genes, we calculated the allelic read proportion of the allele stemming from the parental species *com* (as identified by the fixed SNPs), averaged over the specimens of the respective hybrid cohort. In general, most genes exhibit an equal expression of both parental alleles, with more genes having a *com* proportion near 0.5 (Fig. 5a). Among the genes with differentially expressed alleles, alleles stemming from *com* had an overall tendency toward higher expression, compared to the alleles from *rhy* or *tsh*, in both EO and SM from 2 hybrid cohorts (Fig. 5a).

**Fig. 5.**
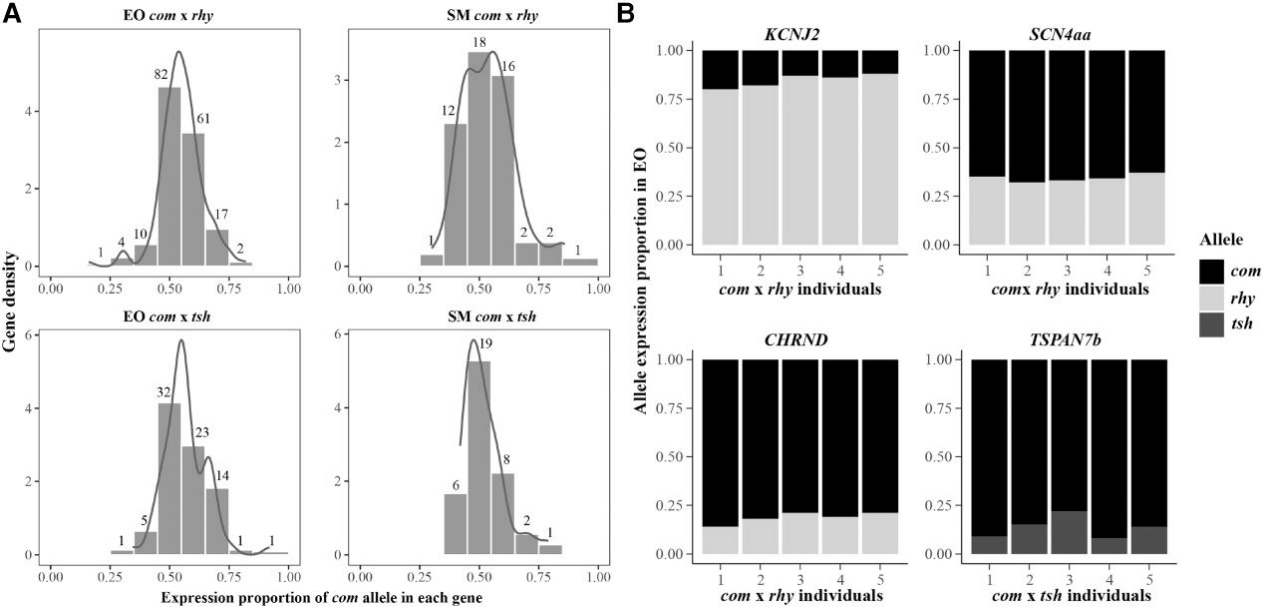
Allele-specific expression in EO and SM among 2 hybrid cohorts *C. compressirostris* (*com*) × *C. rhynchophorus* (*rhy*) and *C. compressirostris* (*com*) × *C. tshokwe* (*tsh*). a) Gene density (*y*-axis) from two different tissues in each hybrids. The *x*-axis shows the expression proportion of the allele stemming from one parental species (*com*). Numbers above the bars represent the number of genes in the respective proportion ranges. b) Proportion of two alleles from parental species in four genes related to ion transport and membrane (*KCNJ2*, *SCN4AA*, *CHRND* and TSPAN7b) in the EO. The *x*-axis represents the different individual samples of the corresponding hybrid cohort.

In order to understand the allelic expression imbalance (AEI), we counted the number of genes with more than 0.6 proportion of 1 parental allele proportion for all individuals in each analyzed hybrid set (Chang et al. 2002). In total, we identified 17 and 7 genes with AEI in EO and SM of the hybrid *com* × *rhy*, respectively; 2 and 1 such genes were identified in EO and SM of the hybrid *com* × *tsh*, respectively (supplementary table S7, Supplementary Material online). In all the genes with AEI, the allele from *com* showed a higher expression proportion, except for the gene *KCNJ2* in the hybrid *com* × *rhy* where allele expression was biased in the opposite direction (average proportion of *com* allele was 0.16; Fig. 5b). We inferred amino acid sequences from the transcript sequences of the *KNCJ2* gene from *com*, *tsh*, and *rhy*. The inferred protein sequences between *com* and *tsh* were identical, but *rhy* showed 2 amino acid substitutions at sites 60 (corresponding to the fixed SNP we identified in hybrids) and 198 (supplementary table S8, Supplementary Material online). The amino acid substitution at site 60 was considered benign in the Polyphen2 analysis (Adzhubei et al. 2010), while the substitution at site 198 may have changed the protein function in *rhy* (inferred as probably damaging; supplementary table S9, Supplementary Material online).

We also identified AEI in the gene *SCN4aa* in the EO of *com* × *rhy* hybrids (average proportion of *com* allele was 0.66; Fig. 5b). This proportion of the *com* allele is much higher than in the hybrid *com* × *tsh*, where the *com* allele of the *SCN4aa* only had a proportion of 0.46 in the EO. In the EO of hybrid *com* × *rhy*, AEI was identified in the gene *CHRND*, which might relate to ion channel gating (Fig. 5b). The *TSPAN6b* gene, encoding for an integral component of the plasma membrane, was also identified to exhibit a significant AEI in the EO of hybrid *com* × *tsh* (average proportion of *com* allele was 0.86; Fig. 5b).

## Discussion

### Convergent Gene Expression in Different Electric Fish Lineages

The myogenic EO has convergently evolved 6 times in fishes. Even though the EOs show great differences in electrocyte morphology among independently evolved electric fish lineages, particular genes exhibit similar transcriptional expression patterns in the EO, relative to SM (Gallant et al. 2014).

Several EO-specific candidate genes that we identified in *Campylomormyrus* were also overexpressed in the EO of other electric fish lineages, possibly indicating convergent expression pattern evolution in electric fish. This is particularly apparent in genes related to sodium and potassium currents. For instance, the *Na_v_* channel gene *SCN4aa*, considered to be very important in regulating the sodium current to electrocytes, was previously found overexpressed in the EO of different electric fish lineages, i.e. Siluriformes, Gymnotiformes, and Mormyridae other than *Campylomormyrus* (Wang and Yang 2021). The *FGF13a* that regulates this channel was consistently overexpressed in those electric fish species as well (Gallant et al. 2014). Interestingly, we identified another upregulated ortholog (*FGF12*) in the EO, which may have a similar function. In addition, multiple isoforms of sodium/potassium-ATPase α- and β-subunits and several transcription factors (*SIX2a*, *HEY1*) were found to be convergently upregulated in the EO among these electric fish lineages (Gallant et al. 2014), a pattern confirmed for *Campylomormyrus* in our study.

Overexpression of another transcription factor (*MEF2a*) and of the calcium binding gene *S100b* is characteristic for mormyrid EOs, i.e. *Paramormyrops*, *Brienomyrus* (Gallant et al. 2012, 2017), and *Campylomormyrus* (this study). We recently found *KCNA7a* to be tandemly duplicated in *Campylomormyrus* (Cheng et al. 2023) and *Paramormyrops* (by reanalysis of the genome provided in Gallant et al. 2017). This tandem duplication might be exclusive to mormyrid fishes, as we did not find it in available genomes neither of other electric fishes nor in *Scleropages* (a nonelectric fish closely related to mormyrids; data not shown). 

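The copies *KCNA7a_1* (maker-ptg000028l-snap-gene-81.10) and *KCNA7a_2* (maker-ptg000028l-snap-gene-81.8) lie on the same contig. *KCNA7a_1* had a mean log2 fold change of EO against SM of 4.62 (SD 1.06) and *KCNA7a_2* one of 8.26 (SD 0.98). In *com* EO they were at 314 ± 125.5 and 606 ± 166 CPM (SD, n = 5), and in *com* SM at 5.70 ± 4.11 and 1.62 ± 1.48 (SD, n = 4). In *rhy* EO they were lower, at 9.47 ± 2.73 and 88.9 ± 18.5 CPM (SD, n = 5), log2 fold changes against *com* EO of -5.04 (standard error 0.31, adjusted p = 1.97e-10 from edgeR) and -2.75 (standard error 0.22, adjusted p = 3.46e-09). Their interaction of tissue and EOD duration did not pass (adjusted p = 0.461 and 0.535), and their SM levels were also lowest in *rhy*, at 0.403 ± 0.368 and 0.0901 ± 0.201 CPM (SD, n = 5). The gene-level counts do not show how reads that match both copies were shared between them.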

In our study, both gene copies *KCNA7a_1* and *KCNA7a_2* were consistently upregulated in the EO (*KCNA7a_2* showed even higher expression than *KCNA7a_1*). *KCNA7a* was inferred to be under positive selection in the transmembrane helix 3 and 4 linkers and is considered to relate to the differences in EOD duration among *Brienomyrus* and *Gymnarchus* (Swapna et al. 2018).

The *NDRG3* gene (N-Myc Downstream-Regulated Gene 3) exhibited a remarkable overexpression in the EO of *Campylomormyrus*. Interestingly, the phosphopeptides encoded by an ortholog (*NDRG4*) were highly enriched in the EO of the strongly discharging gymnotiform electric eel (*Electrophorus electricus*; Traeger et al. 2017), indicating high expression level of this gene. In addition, NDRG4 has been identified in zebrafish as a novel neuronal factor essential for sodium channel clustering at the nodes of Ranvier, the only places where action potentials are regenerated (Fontenas et al. 2016). The function of *NDRG3* in the nervous system has rarely been investigated. The NDRG3 protein can interact with extracellular signal-regulated kinases (ERK1/2; Lee et al. 2015), which regulate *K_v_4.2* in the dendrites of hippocampal CA1 pyramidal neurons (Schrader et al. 2006; Gupte et al. 2016) as well as the *Na_v_1.7* channel (Stamboulian et al. 2010). 

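*TRPV1* (maker-ptg000926l-snap-gene-6.19), a cation channel gene, was rare in both tissues, at 1.58 to 4.29 CPM in the EO and 0.253 to 0.762 in SM. It was called up in *com*, *tsh* and *com* × *tsh*. In *tsh* its log2 fold change was 3.25 (standard error 0.58, adjusted p = 0.00187 from edgeR). In *rhy* it was 1.31 (standard error 0.62, adjusted p = 0.103) and in *com* × *rhy* 1.92 (standard error 0.81, adjusted p = 0.0729). DESeq2 called it in all 5 cohorts.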

In porcine as well as human lens, ERK1/2 is activated by the TRPV1 ion channel (Mandal et al. 2019), which was also overexpressed in EOs in *Campylomormyrus* (supplementary table S1, Supplementary Material online).

### Gene Expression Specificity in *Campylomormyrus*

The EO in mormyrids is derived from myogenic tissue, which transitions from a motoric/sarcomeric organization of muscle fibers to a continuous tube of electrocytes parallel to the spinal cord (Denizot et al. 1982). This transition process during the ontogeny of the EO involves cell size, morphology, and physiology and is still only partially understood. Some genes encoding for sarcomeric proteins, e.g. troponin I isoforms, myosin heavy chain, and tropomyosin, are overexpressed in the EO of the mormyrid *Brienomyrus brachyistius* (Gallant et al. 2012), providing a preliminary insight into the developmental transition from SM to EO. 

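*TNNI2*, a fast troponin I gene, had a mean log2 fold change over the 5 cohorts of -7.19 (SD 1.71), and *TNNC1* and *TNNC2* means of -7.21 (SD 2.55) and -4.72 (SD 1.58). The tropomyosin genes *TPM1*, *TPM2* and *TPM3* had means of -4.76, -6.64 and -3.70. *MYH2* fell by a mean of 8.15 on the log2 scale (SD 1.52). The slow myosin heavy chain *SMYHC1* (mean -7.56, SD 4.01) was called in 4 cohorts, with a largest adjusted p of 0.0886 from edgeR.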

In the EO of *Campylomormyrus*, however, we rarely found those genes upregulated. Instead, the upregulated actin-related genes in *Campylomormyrus* were more related to F-actin dynamics and included several unconventional myosins (Table 1; supplementary table S1, Supplementary Material online). 

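The cardiac actin *ACTC1a* was at 14297 ± 13776 CPM in *rhy* SM and 110.9 ± 108.6 in *rhy* EO (SD, n = 5 each), with some overlap between libraries, and its mean log2 fold change over the cohorts was -8.09 (SD 2.51). Its call in *com* was lost without *com* SM replicate 15. The actin gene *ACTB1* fell by less, with a mean of -1.93. The cardiac actins *ACTC1b* and *ACTC2* were called down in 4 cohorts each (largest adjusted p of 0.0560 and 0.0619). Genes that remodel actin went both ways. *CARMIL1* rose by a mean of 1.91 (SD 0.63), and the Arp2/3 subunit *ARPC5* by 2.04 (SD 0.48) with a call in 4 cohorts (largest adjusted p = 0.0519). The capping protein genes *CAPZA2* (-2.32) and *CAPZB* (-1.28) and the actin-binding gene *ABLIM1b* (-2.87) fell in all 5 cohorts.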

The 4 paralogous transcription factors *MEF2a* to *MEF2d* are responsible for the transcriptional activation of muscle-specific genes in the early specification of SM (Black and Olson 1998). 

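Of the 2 paralogs measured here, *MEF2b* (maker-ptg001270l-snap-gene-47.16) had the larger fold change in every cohort. It was at 739 ± 71.1 CPM (SD, n = 5) in *com* EO and 4.91 ± 1.75 (SD, n = 4) in *com* SM, and its mean log2 fold change was 6.93 (SD 0.69). *MEF2a* (maker-ptg000008l-snap-gene-10.43) was at 617 ± 63.7 CPM (SD, n = 5) in *com* EO and 22.7 ± 1.89 (SD, n = 4) in *com* SM, and its mean was 3.87 (SD 0.55). For both, every EO library lay above every SM library of its cohort, and the largest adjusted p over the cohorts from edgeR was 8.48e-06.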

Whereas *MEF2a* was overexpressed in the EOs of both *Brienomyrus* (Gallant et al. 2012) and *Campylomormyrus*, a further paralog *MEF2b* was overexpressed only in *Campylomormyrus* (our study). The difference in expression of F-actin-related/sarcomeric proteins and *MEF2* transcription factors between 2 mormyrids genera suggests that the developmental transition in the EO might be different or, in other words, that the organization of the F-actin system in electrocytes may vary across mormyrids. It has to be analyzed further whether these differences in the organization of the F-actin cytoskeleton concern the sarcomeric structure, the stalks of electrocytes, or both.

In addition, 2 paralogs of inwardly rectifying potassium channel (*K_ir_*) genes, *KCNJ2* and *KCNJ9*, were overexpressed in EOs of *Campylomormyrus*, along with *KCNQ5* and *KCNK2*. 

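*KCNJ9* (maker-ptg000830l-augustus-gene-5.123) was highest in *tsh* EO, at 95.0 ± 41.4 CPM (SD, n = 3), against 0.543 ± 0.200 (SD, n = 3) in *tsh* SM. In *rhy* EO it was at 8.69 ± 2.74 CPM (SD, n = 5), and it did not rise or fall in step with EOD duration. Its mean log2 fold change of EO against SM over the cohorts was 5.71 (SD 1.04), that of *KCNJ2* 5.53 (SD 1.45) and that of *KCNQ5* 5.89 (SD 2.33). *KCNK2* (snap_masked-ptg001118l-processed-gene-0.13), a leak channel gene, had a mean of 6.10 (SD 1.56) at 15.7 to 43.9 CPM in the EO. The paper draws on the potassium channel genes higher in the EO and on the role of Krüppel in *Drosophila*. It also reports that *KCND* is not expressed in these fish. From this the paper supposes that the EO differs from SM by a unique set of potassium channels, which may shape its action potential.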

The mechanisms regulating potassium channels’ expression in electric fish are still unknown. We identified 1 transcription factor, *KLF5*, that showed a high overexpression in EOs. 

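In the EO, *KLF5* was at 383 ± 114.2 CPM in *tsh* (SD, n = 3), 413 in *com* × *tsh* and 532 in *com* × *rhy* (n = 5 each). Its log2 fold change over SM was 5.09 in *com* × *tsh* and 7.30 in *com* × *rhy*. In *tsh*, where SM held 1 count, the ratio was 11260 (95% counting interval 2022 to 444900). It was called up in all 5 cohorts.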

In *Drosophila*, Krüppel is involved in the regulation of potassium channel expression. In case of a loss of *Shal* (*KCND*) potassium channel in *Drosophila*, Krüppel expression is induced and upregulates expression of *Shaker* (*KCNA*) and *slowpoke* (*K_ca_*) potassium channels (Parrish et al. 2014). Remarkably, *Shal* (*KCND*) potassium channel is also not expressed in our studied *Campylomormyrus* species/hybrids. We thus suppose that the EO differs from SM by the expression of a unique set of potassium channels that may contribute to the shape of the EO’s action potential and thus the shape of the EOD signal. Moreover, we propose the *KLF5* gene to represent a transcription factor that drives the expression of regulating potassium channels in EO.

Our study has further revealed that different paralogs from the solute carrier family are active in EOs. Solute carriers form a group of membrane transport proteins located in various cellular membrane systems, which transport diverse substrates including amino acids, oligopeptides, inorganic cations, and anions (He et al. 2009). We have found several genes of this gene family overexpressed in the EO that transport inorganic cations and anions, e.g. sodium, calcium, and chloride. Especially the gene *SLC24a2* was highly overexpressed in *Campylomormyrus* EOs. This is a calcium/cation antiporter localized in the plasma membrane that mediates the extrusion of 1 calcium ion and 1 potassium ion in exchange for 4 sodium ions (Wang et al. 2017). 

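The EO level of *SLC24a2* was 70.2 ± 7.67 CPM (SD, n = 5) in *com* × *tsh*, 111.7 ± 15.6 (SD, n = 3) in *tsh* and 120 ± 33.99 (SD, n = 5) in *com* × *rhy*. SM held at most 0.511 ± 0.634 CPM (SD, n = 5), in *com* × *tsh*. The exchanger *SLC8a1a*, which also exports calcium, had a mean log2 fold change of 5.00 (SD 0.87), at 7.26 to 98.9 CPM in the EO.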

Overexpression of a calcium-extruding transporter in the EO indicates that regulation of the cytosolic calcium level in electrocyte differs from that in SM. Unfortunately, we have no information yet on the distribution of the *SLC24a2* protein within the electrocytes and whether this calcium transporter is confined to a distinct region of the cell to mediate local regulation of the calcium level.

### Differential Gene Expression with Respect to EOD Duration Divergence among *Campylomormyrus* Species

*Campylomormyrus* species produce species-specific EODs; their duration varies in a 100-fold range across species. The EOD is assumed to be mediated by sodium and potassium currents across the plasma membrane (Stoddard and Markham 2008). The depolarizing phase of an action potential is primarily produced by sodium influx. The repolarization phase is—along with a gradual decreasing sodium influx—affected by the orchestrated activities of delayed rectifier and inward rectifier potassium channels (Nass et al. 2008; Stoddard and Markham 2008). We suppose that species producing EODs of different duration may be equipped with different channel types or channel orthologs with different properties. However, certain other mechanisms, such as different cell morphology, may also contribute to the EOD duration diversification.

The PCA from RNA-seq data showed a clear association between the overall gene expression and the EOD duration pattern (Fig. 3a). Based on the preliminary PCA and LRT result, we identified several genes that might contribute to EOD duration diversification in *Campylomormyrus*, including the potassium channel genes (*KCNJ2*, *KCNK6*, and *KCNQ5*), actin-related genes (*ACTR3b*, *NHS*), and transcription factor *KLF5* (Table 2).

The gene *KCNK5* was found to be upregulated in *Paramormyrops* (producing a short EOD) compared to the species with an elongated EOD (Losilla et al. 2020). In *Campylomormyrus*, the expression of another paralog *KCNK6* was also higher in species with short EOD. 

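Both cohorts with the shortest EODs had the highest EO levels of *KCNK6*: besides *com*, *com* × *tsh* was at 118.4 CPM (n = 5), and *tsh* was at 52.3 ± 11.0 (SD, n = 3) and *com* × *rhy* at 47.2 (n = 5). From *com* to *tsh* the log2 fold change was -1.04 (adjusted p = 0.000956 from edgeR) and from *tsh* to *rhy* -0.91 (adjusted p = 0.00453), below the threshold of 1. Its level in the EO over SM was called in 3 of 5 cohorts. In *rhy* the log2 fold change of EO against SM was 0.73 (adjusted p = 0.0608) and in *com* × *rhy* 0.91 (adjusted p = 0.0255).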

Two-pore potassium channels (*K_2p_*) usually generate an outward potassium current and are also known as potassium leak channels. When silencing the *KCNK6* gene in the human heart, the action potential duration is prolongated (Chai et al. 2017). 

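In the EO, *KCNQ5* was at 14.1 ± 3.62 CPM (SD, n = 3) in *tsh*, 28.7 (n = 5) in *com* × *tsh* and 31.1 ± 7.13 (SD, n = 5) in *com* × *rhy*. From *com* to *tsh* its log2 fold change was -1.94 (adjusted p = 5.57e-05 from edgeR) and from *tsh* to *rhy* -3.69 (adjusted p = 6.77e-08). The difference between *rhy* and *com* in the effect of tissue was -5.89 (standard error 1.16, adjusted p = 0.000354). The level in *com* × *rhy*, with an EOD of 4 ms, was above that in *tsh*, with 5 ms.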

Another voltage-gated potassium channel gene *KCNQ5* was decreasingly expressed in elongated EOD *Campylomormyrus* species. It forms M-type potassium current, a slowly activating and deactivating potassium conductance that works in determining the subthreshold electrical excitability of neurons (Hibino et al. 2010). The lower expression of both potassium channel genes in elongated EOD species will probably decrease the outward potassium current and consequently prolongate EOD repolarization.

The gene *KCNJ2* was increasingly expressed in elongated EOD species. It encodes for an *K_ir_*, with the greater tendency to allow potassium ions to flow into a cell rather than out of a cell (Hibino et al. 2010). 

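The EO level of *KCNJ2* was 374 ± 182 CPM in *com* × *tsh* (SD, n = 5), 762 ± 141 in *com* × *rhy* (SD, n = 5) and 850 ± 138 in *tsh* (SD, n = 3), so that the means of the 5 cohorts followed EOD duration. From *com* to *tsh* the log2 fold change was 2.40 (adjusted p = 7.23e-06 from edgeR) and from *tsh* to *rhy* 1.65 (adjusted p = 0.00181). Against *com*, *com* × *tsh* was higher by 1.19 (adjusted p = 0.00511). From the fall of *KCNK6* and *KCNQ5*, the paper proposes a smaller outward potassium current and a longer repolarization in species with elongated EODs.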

The inward potassium current stabilizes the resting membrane potential of the cell and modulates the cardiac repolarization processes (Hibino et al. 2010; Li et al. 2017). This inward rectifier channel-mediated potassium current is responsible for shaping the initial depolarization and final repolarization of the action potential in human cardiomyocytes (Dhamoon and Jalife 2005; Jeevaratnam et al. 2018).

Regarding allele-specific expression, the 26 genes with AEI (supplementary table S7, Supplementary Material online) in F1 hybrids were related to ion transport, plasma membrane, and myofibrils in the EO and actin in the SM (supplementary table S10, Supplementary Material online). The imbalance could be caused by *cis*-regularity differences among the parental species in the upstream transcription unit (e.g. a promoter; Landry et al. 2007). There was a tendency toward higher expression of *com* alleles in the EOs and SMs of 2 analyzed hybrid cohorts (Fig. 5a; supplementary table S7, Supplementary Material online). However, the phenotype of the EOD waveform in each hybrid is closer to the other parental species. This points toward some genes playing key roles in regulating the EOD waveform in the hybrids. The gene *KCNJ2* showed AEI in *com* × *rhy* hybrids, which was the only gene with AEI and for which the *rhy* allele was preferentially expressed (Fig. 5b). The EOD in the adult hybrids *com* × *rhy* was of intermediate duration (4 ms), and the shape and waveform resemble the subadults’ EOD in *rhy*. Both the EOD phenotype and the AEI in *KCNJ2* were hence closer to the parental species with the elongated EOD, i.e. *rhy*. 

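In the EO of the hybrid *com* × *rhy*, *KCNJ2* lay between its parents, above *com* by a log2 fold change of 2.23 (adjusted p = 8.87e-06 from edgeR) and below *rhy* by -1.82 (adjusted p = 0.000235). In SM, *rhy* and *com* did not differ beyond the spread (log2 fold change 0.52, adjusted p = 0.697), and the difference between these species in the effect of tissue was 3.53 (standard error 0.79, adjusted p = 0.00141).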

The expression of *KCNJ2* in the EO among the purebred species also increased with increasing EOD duration, e.g. the expression in *rhy* is higher than in *com*. This suggests that the *KCNJ2* gene might be under *cis*-regulation, and it should be a powerful candidate gene involved in the regulation of EOD duration in *Campylomormyrus*.

In addition, the *KCNJ2* gene in the species *rhy* (very long EOD) exhibits 2 nonsynonymous substitutions, one of which predicted to cause a functionally relevant amino acid substitution (at site 198; supplementary tables S8 and S9, Supplementary Material online). Interestingly, the same substitution at site 198 is present in another species with very long EOD (*C. numenius*, EOD duration 40 ms), while it is absent in other *Campylomormyrus* species with short or medium EOD, which resemble the amino acid sequence of *com* and *tsh* (Cheri, Cheng, and Tiedemann, unpublished results). *Campylomormyrus numenius* and *rhy* are phylogenetically close (Lamanna et al. 2016), such that the shared amino acid substitution could also reflect phylogenetic affinity. Nonetheless, the found amino acid substitution with inferred functional relevance could relate to the evolution of very long EODs in *Campylomormyrus*. Then, the *KCNJ2* gene could modulate EOD duration by a combination of expression level and functional protein sequence alteration. In summary, this study identifies the *KCNJ2*, *KCNK6*, and *KCNQ5* genes, possibly in combination with other genes (e.g. *KLF5*, *ACTR3b*, and *NHS*) as strong candidates underlying EOD duration diversification in the weakly electric fish genus *Campylomormyrus*. The diverged EODs likely affect the food spectrum and are used for mate recognition. This potential dual function in disruptive natural selection and prezygotic reproductive isolation would rank the EOD as a “magic trait,” which may have promoted the ecological (probably sympatric) speciation and radiation of *Campylomormyrus* in the Congo River.

## Materials and Methods

### Animals, RNA Isolation, Library Preparation, and Sequencing

Three adult specimens of *C. tshokwe* were collected at Brazzaville/Republic of the Congo in the Congo River in 2012 and stored in RNAlater in −80 °C. Five adult specimens from each of the other 2 species (*C. compressirostris*, *C. rhynchophorus*) and 2 hybrids (*C. compressirostris* ♂ × *C. rhynchophorus* ♀, *C. compressirostris* ♂ × *C. tshokwe* ♀) were artificially bred and raised at the University of Potsdam. All specimens except for *C. tshokwe* were anesthetized by a lethal dose of clove oil and dissected on cold 99% ethanol. EO and SM tissues from each specimen were flash frozen in liquid nitrogen and further preserved in −80 °C. In total, we collected 3 samples of both EOs and SMs from *C. tshokwe* and 5 samples of both EOs and SMs from the other 4 species/hybrid cohorts in this study.

The RNA isolation was performed in all the EO and SM samples using QIAGEN RNeasy Fibrous Tissue Mini Kit. Total RNA concentration was estimated using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Germany), and RNA quality was checked with an Agilent Bioanalyzer 2100 (Agilent Technologies, United States). mRNA enrichment was performed by poly(A) capture from isolated RNA using NEXTflex Poly(A) Beads. Strand-specific transcriptomic libraries were built using NEXTflex Rapid Directional RNA-Seq Kit (Bioo Scientific, United States) based on the manufacturer's instructions.

Libraries were sequenced as 150 bp paired-end reads by Illumina HiSeq 4000 sequencing system at a commercial company (Novogene). Raw reads have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (accession number GSE240783). We trimmed the adapter sequences and low-quality reads using a 4 bp sliding window with a mean quality threshold of 25 and a minimum read length of 36 bp by Trimmomatic v0.39 (Bolger et al. 2014). Read quality, before and after read filtering, was measured by FastQC v0.11.9 (Andrew 2010).

### Differential Gene Expression Analysis

The quality-filtered reads from EOs and SMs were mapped to the *C. compressirostris* genome (Cheng et al. 2023) using RSEM (Li and Dewey 2011) for gene-level quantification estimation. The estimated counts were imported into R/Bioconductor with the tximport package (Soneson et al. 2015), which produced count matrices from gene-level quantification by taking the effective gene length into account (Paraskevopoulou et al. 2020). Low-count (≤10) and low-frequency (not present in at least 2 replicates) genes were removed. We performed a PCA from filtered and log-transformed counts. 

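The 4 remaining SM libraries of *com* held 12454762 to 15310846 expected counts. One of them, *com* SM replicate 12, had 55.4% of its counts in its 10 highest genes, and the other 3 had 42.9% to 44.6%. Leaving this library out changed the genes called between *rhy* and *com* in SM from 1244 to 612, and the drop is not particular to it, since leaving out *com* SM replicate 14 gave 503 and *rhy* SM replicate 19 gave 760.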

One SM sample from *C. compressirostris* was removed from this study, as its overall gene expression showed a deviant unusual pattern in the PCA.

We forwarded the normalized count matrices to DESeq2 (Love et al. 2014) to infer expression differences among EO and SM in each species/hybrid cohort, respectively. We used a false discovery rate threshold of 0.05 to correct for multiple testing. The DEGs were identified with |log_2_FC| > 1 and *P* < 0.05. In order to detect the EO-specific gene expression pattern, we used Venn diagrams (Chen and Boutros 2011) to visualize the shared DEGs (up- and downregulated separately) among 3 purebred species and 2 hybrid cohorts.

The shared DEGs were annotated against the NCBI *nr* database by blastx with an *e*-value cutoff of 1E^−10^. In addition, the up- and downregulated DEGs in the EO were used to perform a GO enrichment analysis (Dennis et al. 2003).

### RNA-seq Data Clustering by EOD Duration

The PCA plotting from log-transformed count matrices showed a clear pattern by the length of EOD (Fig. 3a). To identify genes with an expression pattern associated to EOD duration, we used DESeq2 to perform a LRT (Love et al. 2015; LRT in the DESeq2 package). This test compares how well a gene's count data fit a “full model” compared to a “reduced model” (Bendjilali et al. 2017). Our full model was an equation: full = ∼duration × tissue. The duration is the length of the EOD in each purebred species, and tissue is the type of sample (EO or SM). The reduced model excluded the interaction between duration and tissue: reduced = ∼duration + tissue. Genes with *P*_adj_ < 0.05 were considered to fit the “full model.” We used the degPatterns function from the “DEGreport” package to cluster different groups with particular expression pattern using those significant genes across samples (Pantano 2019), with time = “duration” and col = “tissue.”

The generated groups of different gene expression pattern across EOD duration were analyzed to identify genes with an expression pattern association with EOD duration. We hence focused on those groups fulfilling the following 2 criteria: (i) the gene expression level in EO is higher than SM in all F0 species, and (ii) the gene expression level in EO across EOD duration showed a consistent increasing or decreasing pattern.

The identified genes with increased and decreased expression relative to EOD duration were blasted against *nr* database using an *e*-value cutoff of 1E^−10^. In addition, a GO term analysis was also performed for these genes.

### Allelic-Specific Expression Analysis

The F1 hybrid contains 2 sets of subgenome from 2 parental species. Examination of allele-specific expression can be applied to detect the allelic imbalance in transcription in heterozygous F1 hybrids. We only focused on transcripts of genes with biallelic SNPs fixed among the respective F0 parental species (hence, heterozygous only in F1 hybrids and homozygous in parental species).

We mapped the trimmed and filtered RNA-seq from 5 species/hybrids (in EOs and SMs, respectively) to the *C. compressirostris* genome using STAR v2.7.7 (Dobin and Gingeras 2015). The generated bam files were sorted according to the coordinates by SAMtools v1.15 (Danecek et al. 2021). Variant calling was performed by BCFtools v1.9 (Danecek et al. 2021) in EOs and SMs, respectively, using the command “bcftools mpileup –f REFERENCE LIST_OF_BAM –Ou | bcftools call –mv –Ob –o BCFFILE,” where the REFERENCE, LIST_OF_BAM, and BCFFILE were the CDS sequence name of the *C. compressirostris* genome, the list of bam files, and the output bcf file name, respectively.

After the variant calling, we performed the following steps to identify the fixed parental biallelic SNPs for each hybrid set. Firstly, we excluded the uncalled variants and only preserved biallelic SNPs using the command “bcftools view --exclude-uncalled -m2 -M2 BCFFILE > CALLING_AD,” where the CALLING_AD was the allelic depth for the final biallelic SNPs. Secondly, we discarded SNPs where the variant calling score at QUAL field was lower than 70, and allelic depth was lower than 10 in both alleles. Finally, we obtained high-quality SNPs, at which both parental species were homozygous and fixed for a different allele.

For each hybrid, we calculated the expression proportion of the allele from *C. compressirostris* in EO and SM, respectively. We calculated the average proportion and its 95% confidence limits across biological replicates (and over SNPs in case of more than 1 SNP per locus; Fig. 5; supplementary table S7, Supplementary Material online). Genes with *C. compressirostris* allele proportions <0.4 or >0.6 in the transcriptomes were considered exhibiting an imbalanced expression. We further applied GO analysis on the genes with AEI for EO and SM, respectively.

## Supplementary Material

msae021_Supplementary_Data

## Data Availability

Sequence data have been deposited at NCBI Gene Expression Omnibus under accession number GSE240783.

# Supplementary material for: Gene and Allele-Specific Expression Underlying the Electric Signal Divergence in African Weakly Electric Fish
**Source:** Mol Biol Evol. 2024 Feb 15;41(2):msae021. doi: 10.1093/molbev/msae021
**Supplement:** msae021_Supplementary_Data

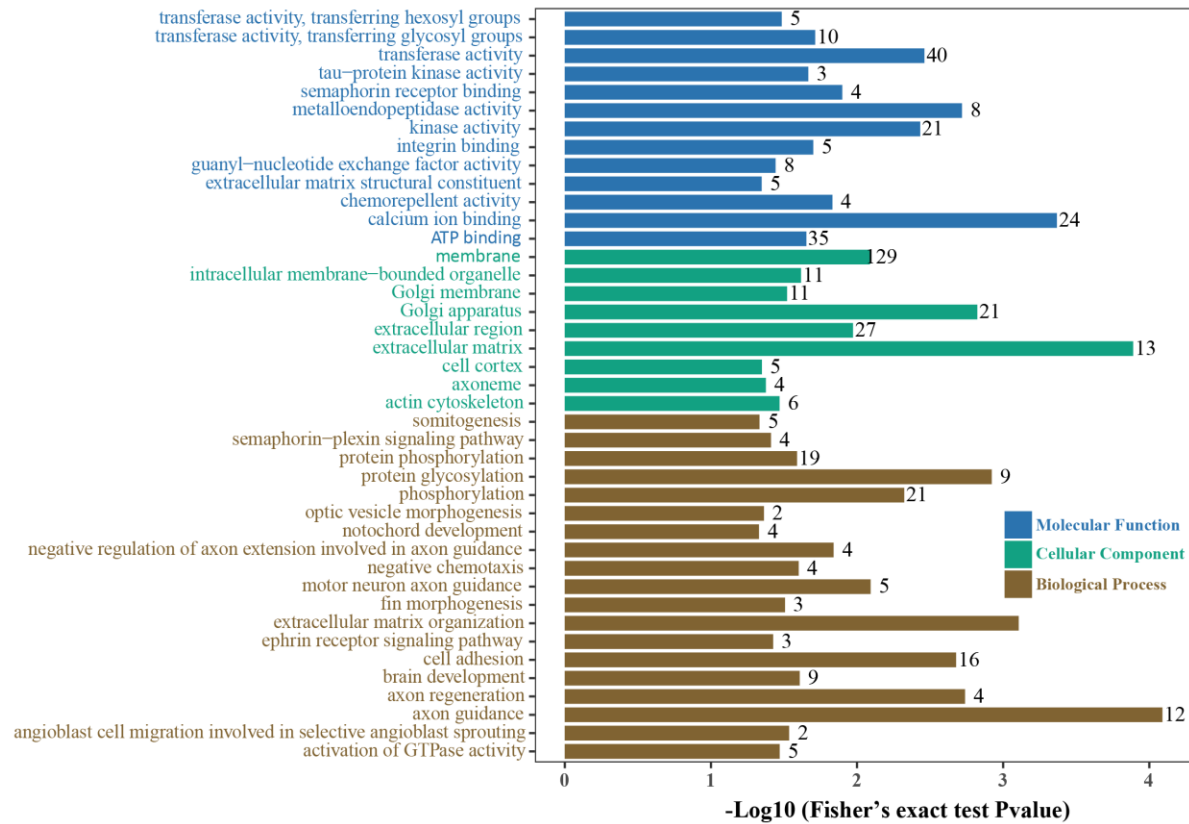

Supplementary Fig. 5

Significantly enriched Gene Ontology (GO) terms with Fisher's exact test Pvalue < 0.05 in genes with decreasing expression pattern over EOD duration change (Group 3). The number of genes is plotted for each term. The GO terms are colored by their assignment to molecular function, cellular component, or biological process.

# Supplementary material for: Gene and Allele-Specific Expression Underlying the Electric Signal Divergence in African Weakly Electric Fish
**Source:** Mol Biol Evol. 2024 Feb 15;41(2):msae021. doi: 10.1093/molbev/msae021
**Supplement:** msae021_Supplementary_Data

Supplementary Table 1 Genes up-regulated in all species/hybrids in the electric organ relative to skeletal muscle.

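Supplementary Table 1 lists genes by function with the mean log2 fold change over the 5 cohorts and, for each, an ID of the *C. compressirostris* gene models. Of its named genes, 121 were matched by ID to the expected counts, all 121 were higher in the EO in every cohort, and all but 7 were called up in all 5. These 7 were *P2RY2*, *SLC25a25b*, *TRPV1*, *ABCG2*, *ARPC5* and both *MYO1d* copies. By category, 22 of 22 genes listed as other and 2 of 2 of membrane organization were called up in all 5 cohorts.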

ID	Blast Gene	Highlights of Predicted Function	Gene Description	Category	Average log2FC	Average Pvalue
maker-ptg0003611-augustus-gene-0.2-mRNA-1	<i>ACTR3b</i>	F-actin dynamics / polymerization	ARP3 actin related protein 3 homolog B	cytoskeletal & sarcomeric	3.02	3.1635E-20
snap_masked-ptg0000904-processed-gene-5.5-mRNA-1	<i>ARPC3</i>	F-actin dynamics / polymerization	actin related protein 2/3 complex subunit 3	cytoskeletal & sarcomeric	2.01	9.68947E-05
maker-ptg0011801-augustus-gene-13.21-mRNA-1	<i>ARPC5</i>	F-actin dynamics / polymerization	actin-related protein 2/3 complex subunit 5	cytoskeletal & sarcomeric	1.99	0.003541395
maker-ptg0020721-snap-gene-6.44-mRNA-1	<i>CARMIL1</i>	F-actin dynamics / polymerization	capping protein regulator and myosin I linker 1	cytoskeletal & sarcomeric	1.91	0.001040325
maker-ptg0006501-snap-gene-7.49-mRNA-1	<i>EPPK1</i>	controls reorganization of intermediate filaments	epiplakin 1	cytoskeletal & sarcomeric	7.74	1.21807E-11
maker-ptg0003461-snap-gene-25.173-mRNA-1	<i>GSN</i>	F-actin dynamics / polymerization	gelsolin	cytoskeletal & sarcomeric	6.70	2.7189E-50
maker-ptg0012911-augustus-gene-1.16-mRNA-1	<i>MYO1d</i>	unconventional myosin; actin-based motor protein	unconventional myosin-Id	cytoskeletal & sarcomeric	2.16	0.013895309
maker-ptg0011621-snap-gene-5.74-mRNA-1	<i>MTSS1</i>	regulation of F-actin dynamics	metastasis suppressor protein 1	cytoskeletal & sarcomeric	4.71	1.09085E-10
maker-ptg001901-snap-gene-4.78-mRNA-1	<i>MYH10</i>	unconventional myosin; actin-based motor protein	myosin-10	cytoskeletal & sarcomeric	1.57	2.93467E-10
maker-ptg0011881-snap-gene-5.24-mRNA-1	<i>MYL4</i>	regulatory light chain of myosin	myosin light chain 4	cytoskeletal & sarcomeric	7.12	5.64592E-05
snap_masked-ptg0000281-processed-gene-137.57-mRNA-1	<i>MYO15a</i>	unconventional myosin; actin-based motor protein	unconventional myosin-XV	cytoskeletal & sarcomeric	3.68	3.40016E-09
maker-ptg0012911-snap-gene-1.34-mRNA-1	<i>MYO1d</i>	unconventional myosin; actin-based motor protein	myosin ID	cytoskeletal & sarcomeric	1.93	0.003762165
maker-ptg0010031-snap-gene-2.16-mRNA-1	<i>MYO1e</i>	unconventional myosin; actin-based motor protein	unconventional myosin-Ie	cytoskeletal & sarcomeric	2.63	5.70736E-05
maker-ptg0020901-augustus-gene-35.16-mRNA-1	<i>MYO3b</i>	unconventional myosin; actin-based motor protein	myosin-IIIb	cytoskeletal & sarcomeric	3.75	1.42712E-07
maker-ptg0005091-snap-gene-4.4-mRNA-1	<i>NHS</i>	regulator of actin remodelling	Nance-Horan syndrome protein	cytoskeletal & sarcomeric	5.30	3.10465E-11
maker-ptg00021141-augustus-gene-0.11-mRNA-1	<i>PARVG</i>	regulation of cytoskeleton organization	parvin gamma	cytoskeletal & sarcomeric	3.70	7.51203E-19
snap_masked-ptg0006501-processed-gene-9.23-mRNA-1	<i>PLEC</i>	cross-linking and stabilization of cytoskeletal intermediate filaments	plectin	cytoskeletal & sarcomeric	2.62	8.77122E-22
maker-ptg0000141-snap-gene-7.139-mRNA-1	<i>MAP7d1</i>	microtubule cytoskeleton organization	MAP7 domain-containing protein 1	cytoskeletal & sarcomeric	8.32	6.90805E-34
snap_masked-ptg0000561-processed-gene-18.17-mRNA-1	<i>ATP10d</i>	catalytic component of a P4-ATPase flippase complex	ATPase phospholipid transporting 10D	membrane organization	1.74	0.001111433
maker-ptg0002981-snap-gene-2.25-mRNA-1	<i>ESY1T</i>	ER-plasma membrane contact sites	extended synaptotagmin	membrane organization	2.30	3.56639E-09
maker-ptg0003171-snap-gene-0.11-mRNA-1	<i>CALR3b</i>	Ca2+-binding chaperone in ER	calreticulin	other	1.38	0.000700663
maker-ptg0003161-snap-gene-4.241-mRNA-1	<i>CAPN10</i>	Ca2+-dependent, non-lysosomal cysteine protease	calpain-1 catalytic subunit	other	3.26	1.5809E-41
maker-ptg0002141-augustus-gene-8.178-mRNA-1	<i>CAPN5</i>	Ca2+-dependent, non-lysosomal cysteine protease	calpain 5	other	4.07	3.1077E-28
maker-ptg0008861-augustus-gene-0.134-mRNA-1	<i>CARHSP1</i>	regulation of mRNA stability	calcan regulated heat stable protein 1	other	3.01	2.85152E-08
maker-ptg0003161-snap-gene-7.47-mRNA-1	<i>CRIP2</i>	metal ion binding activity	cysteine rich protein 3	other	4.90	1.31827E-14
maker-ptg0006441-snap-gene-0.4-mRNA-1	<i>GDPF4</i>	enable metal ion binding activity and phosphoric diester hydrolase activity	glycerophosphodiester phosphodiesterase domain containing 4	other	4.38	3.97129E-12
maker-ptg0004051-snap-gene-38.13-mRNA-1	<i>SMOC2</i>	secreted calcium-binding protein	SPARC related modular calcium binding 2	other	5.40	1.01506E-17
maker-ptg0000701-snap-gene-5.18-mRNA-1	<i>FLOT2b</i>	scaffolding protein within caveolar membranes	flotillin-2a	other	5.77	1.81884E-53
maker-ptg0000401-snap-gene-14.53-mRNA-1	<i>NAT18</i>	catalyzes the synthesis of N-acetylasparrate acid	N-acetyltransferase 8	other	7.97	1.96623E-07
maker-ptg0001021-snap-gene-52.7-mRNA-1	<i>ST8IA5</i>	glycosphingolipid biosynthetic process	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 5	other	9.67	6.85106E-08
maker-ptg0001201-snap-gene-2.54-mRNA-1	<i>SYNGR3</i>	synaptic vesicle membrane protein	synaptogyrin-3	other	10.00	3.33741E-07
maker-ptg0001521-snap-gene-4.203-mRNA-1	<i>ZDHHC23</i>	palmitoyltransferase	zinc finger DHHC-type containing 23	other	6.43	5.59154E-07
maker-ptg0018271-augustus-gene-0.22-mRNA-1	<i>FAT3</i>	cell-cell adhesion	FAT typical cadherin 3	other	2.72	0.001238961
snap_masked-ptg0001481-processed-gene-1.18-mRNA-1	<i>FAT4</i>	cell adhesion molecule	FAT typical cadherin 4	other	3.97	3.45897E-11
maker-ptg0014211-augustus-gene-5.0-mRNA-1	<i>JCAD</i>	cell adhesion	junctional protein associated with coronary artery disease	other	4.28	3.35791E-67
maker-ptg0014271-augustus-gene-38.97-mRNA-1	<i>KCTD9</i>	Substrate-specific adapter of a cullin-based E3 ubiquitin-protein ligase complex	potassium channel tetramerization domain containing 9	other	1.77	3.05442E-05
maker-ptg0003611-snap-gene-40.32-mRNA-1	<i>LAMA1</i>	extracellular matrix protein	laminin subunit alpha-1	other	5.73	3.75043E-57
maker-ptg0001871-augustus-gene-16.29-mRNA-1	<i>MMP28</i>	extracellular matrix protein	matrix metalloproteinase 28	other	4.82	6.22492E-59
maker-ptg0009641-snap-gene-1.24-mRNA-1	<i>NCAM1</i>	cell adhesion molecule	neuronal cell adhesion molecule	other	4.84	2.16487E-24
maker-ptg0007181-snap-gene-13.14-mRNA-1	<i>NDFIP2</i>	activates HECT domain-containing E3 ubiquitin-protein ligases	NEDD4 family-interacting protein 2	other	8.81	1.42211E-12
maker-ptg0006791-snap-gene-1.65-mRNA-1	<i>TMIGD1</i>	cell adhesion molecule	transmembrane and immunoglobulin domain containing 1	other	9.31	1.75298E-07
maker-ptg0012361-augustus-gene-24.16-mRNA-1	<i>TBH</i>	tripeptide hypothalamic regulatory hormone	thyrotropin releasing hormone	other	9.79	5.36476E-17
maker-ptg0007741-augustus-gene-4.234-mRNA-1	<i>CTNNAL1</i>	modulation the Rho pathway signaling	catenin alpha like 1	signaling	5.91	2.6796E-49
maker-ptg0000491-snap-gene-23.20-mRNA-1	<i>FGF12</i>	regulation of voltage-gated sodium channels	fibroblast growth factor 12	other	8.72	5.84977E-17
maker-ptg0000281-augustus-gene-28.23-mRNA-1	<i>HEG1</i>	calcium ion binding activity	protein HEG homolog 1	signaling	8.38	8.1625E-14
maker-ptg0001591-augustus-gene-6.0-mRNA-1	<i>PCP4</i>	modulator of calcium-binding by calmodulin	calmodulin regulator protein PCP4	signaling	6.64	4.01068E-05
maker-ptg0008691-snap-gene-20.89-mRNA-1	<i>PVALB9</i>	cytosolic Ca2+-binding protein of the EF-hand superfamily	parvalbumin, thymic	signaling	8.51	1.38958E-09
maker-ptg0002151-snap-gene-13.31-mRNA-1	<i>S100b</i>	cytosolic Ca2+-binding protein of the EF-hand superfamily	S100 calcium binding protein B	signaling	8.14	1.01224E-22
snap_masked-ptg0012411-processed-gene-1.62-mRNA-1	<i>KL</i>	may be involved in the regulation of calcium and phosphorus homeostasis	klotho	signaling	5.39	0.000196154
maker-ptg0008301-snap-gene-5.84-mRNA-1	<i>SEMA5a</i>	ligand for receptor PLXNB3	semaphorin-5A	signaling	9.17	2.9895E-15
maker-ptg0004081-augustus-gene-0.0-mRNA-1	<i>ANXA4</i>	annexin family of calcium-dependent phospholipid binding proteins	annexin A4	signaling	5.55	6.72209E-60
maker-ptg0000841-augustus-gene-28.11-mRNA-1	<i>CAMK1d</i>	Ca2+/calmodulin-dependent protein kinase	calcium/calmodulin dependent protein kinase ID	signaling	3.18	0.000145331
maker-ptg0002371-snap-gene-9.30-mRNA-1	<i>CAMK1g</i>	Ca2+/calmodulin-dependent protein kinase	calcium/calmodulin-dependent protein kinase type 1D	signaling	4.56	0.000111371
maker-ptg0000081-augustus-gene-0.0-mRNA-1	<i>CHRN2b</i>	neuronal acetylcholine receptor subunit alpha; nonselective cation channel	neuronal acetylcholine receptor subunit beta-4	signaling	6.28	2.08134E-05
maker-ptg0016101-snap-gene-4.137-mRNA-1	<i>GRIK3</i>	ionotropic glutamate receptor	glutamate ionotropic receptor kainate type subunit 3	signaling	6.15	5.72433E-05
maker-ptg0010291-snap-gene-17.22-mRNA-1	<i>GRIN2a</i>	ionotropic glutamate receptor	glutamate receptor ionotropic, NMDA 2A	signaling	6.25	0.001464578
maker-ptg0008971-snap-gene-2.61-mRNA-1	<i>GRINA</i>	negative regulation of apoptotic signaling pathway	glutamate ionotropic receptor NMDA type subunit associated protein 1	signaling	3.24	7.33209E-61
maker-ptg0000681-augustus-gene-16.3-mRNA-1	<i>ITPR1</i>	Insp3-dependent ER Ca2+ channel	inositol 1,4,5-trisphosphate receptor type 1	signaling	4.07	9.87654E-18
maker-ptg0008381-snap-gene-3.218-mRNA-1	<i>NDRG3</i>	predicted to be involved in signal transduction	N-myc downstream-regulated gene 3 protein	signaling	11.02	7.44456E-08
snap_masked-ptg0014271-processed-gene-2.9-mRNA-1	<i>P2RY2</i>	receptor for ATP and UTP coupled to G-proteins that activate a phosphatidylinositol-calcium second messenger system	P2Y purinocceptor 2	signaling	3.78	0.001473877
maker-ptg0002671-snap-gene-2.92-mRNA-1	<i>PIEZO2</i>	mechanosensitive ion channel	piezo type 2 mechanosensitive ion channel component 2	signaling	1.89	1.03736E-06
maker-ptg0014241-augustus-gene-5.145-mRNA-1	<i>RET</i>	receptor tyrosine-protein kinase	ret proto-oncogene	signaling	10.14	2.32382E-12
maker-ptg00015631-augustus-gene-5.35-mRNA-1	<i>SGK1</i>	serine/threonine-protein kinase	serine/threonine-protein kinase Sgk1	signaling	7.79	6.63267E-38
maker-ptg0009261-snap-gene-6.19-mRNA-1	<i>TRPV1</i>	transient receptor potential family of ion channels; nociception	transient receptor potential cation channel subfamily V member 1	signaling	2.43	0.005919225
maker-ptg0010881-snap-gene-0.7-mRNA-1	<i>SIX2a</i>	target ARE promoter elements in Na+/K+ adenosine triphosphatases	SIX homeobox 2	transcription factor	3.05	1.22103E-27
maker-ptg0007831-snap-gene-6.78-mRNA-1	<i>HEY1</i>	developing cardiac conduction pathway	hes related family bHLH transcription factor with YRPW motif 1	transcription factor	6.02	1.5325E-13
maker-ptg0001491-augustus-gene-2.87-mRNA-1	<i>ETV5</i>	transcription factor	ETS translocation variant 5	transcription factor	5.11	1.99403E-55
snap_masked-ptg0007371-processed-gene-6.55-mRNA-1	<i>FOXJ2</i>	regulate distinct female sex determining pathways	forkhead box protein L2	transcription factor	8.52	4.14855E-07
maker-ptg0017401-augustus-gene-1.112-mRNA-1	<i>KLFS</i>	rebalance potassium channels	Kruppel-like factor 5	transcription factor	8.39	5.04913E-06
maker-ptg0000081-snap-gene-10.43-mRNA-1	<i>MEF2a</i>	transcriptional activator for numerous muscle-specific genes	myocyte-specific enhancer factor 2A	transcription factor	3.85	3.78175E-50
maker-ptg0012701-snap-gene-47.16-mRNA-1	<i>MEF2b</i>	transcriptional activator for numerous muscle-specific genes	myocyte-specific enhancer factor 2B	transcription factor	6.92	8.45833E-68
maker-ptg0003451-snap-gene-4.29-mRNA-1	<i>ANO10</i>	calcium-activated chloride channel	anoctamin 10	transmembrane ion transport	2.37	1.21792E-13
maker-ptg0004061-snap-gene-3.4-mRNA-1	<i>ANOS</i>	calcium-activated chloride channel	anoctamin 5	transmembrane ion transport	2.76	3.56495E-17
maker-ptg0009791-snap-gene-12.179-mRNA-1	<i>ANOG</i>	calcium-activated nonselective cation (SCAN) channel which acts as a regulator of phospholipid scrambling	anoctamin 6	transmembrane ion transport	1.82	0.000445473
maker-ptg0009701-augustus-gene-2.127-mRNA-1	<i>ATP1a1</i>	Na/K-ATPase α -subunit	sodium/potassium-transporting ATPase subunit alpha-1	transmembrane ion transport	10.55	2.18843E-05
snap_masked-ptg0011561-processed-gene-0.19-mRNA-1	<i>ATP1a2a</i>	Na/K-ATPase α -subunit	sodium/potassium-transporting ATPase subunit alpha-2	transmembrane ion transport	3.07	2.63171E-12
maker-ptg0010471-snap-gene-1.63-mRNA-1	<i>ATP1b1a</i>	Na/K-ATPase β -subunit	ATPase Na+/K+ transporting beta 1a	transmembrane ion transport	6.59	3.63255E-59
maker-ptg0005091-snap-gene-9.39-mRNA-1	<i>ATP1b1b</i>	Na/K-ATPase β -subunit	ATPase Na+/K+ transporting beta 1b	transmembrane ion transport	4.51	2.06472E-06
maker-ptg0009931-snap-gene-3.19-mRNA-1	<i>ATP2a2</i>	sarcoplasmic/endoplasmic reticulum calcium ATPase 2	sarcoplasmic/endoplasmic reticulum calcium ATPase 2	transmembrane ion transport	1.90	5.79784E-08
snap_masked-ptg0009041-processed-gene-1.73-mRNA-1	<i>ATP2a2b</i>	sarcoplasmic/endoplasmic reticulum calcium ATPase 2	sarcoplasmic/endoplasmic reticulum calcium ATPase 2b	transmembrane ion transport	2.72	5.65072E-08
maker-ptg0000841-augustus-gene-36.7-mRNA-1	<i>ATP2b1a</i>	plasma membrane calcium-transporting ATPase 1	plasma membrane calcium-transporting ATPase 1a	transmembrane ion transport	2.96	4.08993E-35
maker-ptg0000841-snap-gene-36.24-mRNA-1	<i>ATP2b1b</i>	plasma membrane calcium-transporting ATPase 1	plasma membrane calcium-transporting ATPase 1b	transmembrane ion transport	3.66	1.07062E-27
maker-ptg0001351-augustus-gene-78.38-mRNA-1	<i>ATP2b3</i>	ATPase plasma membrane Ca2+ transporting 3	ATPase plasma membrane Ca2+ transporting 3	transmembrane ion transport	5.65	1.02377E-05
maker-ptg0003471-snap-gene-10.66-mRNA-1	<i>ATP2c1</i>	secretory pathway Ca2+-ATPase	ATPase secretory pathway Ca2+ transporting 1	transmembrane ion transport	2.14	0.000146327
maker-ptg0000321-augustus-gene-1.26-mRNA-1	<i>ATP6a2</i>	subunit of vacuolar-type H+-ATPase	ATPase H+ transporting accessory protein 2	transmembrane ion transport	1.78	2.28333E-09
maker-ptg0005011-augustus-gene-3.39-mRNA-1	<i>ATP6v1f</i>	subunit of vacuolar-type H+-ATPase	ATPase H+ transporting V1 subunit F	transmembrane ion transport	1.48	1.99856E-09
maker-ptg0014271-snap-gene-4.23-mRNA-1	<i>CACNA1b</i>	calcium channel subunit	voltage-dependent N-type calcium channel subunit alpha-1b	transmembrane ion transport	5.19	2.70467E-08

maker-ptg001182l-snap-gene-8.79-mRNA-1	<i>CNGB1</i>	nonselective cation channel	cyclic nucleotide-gated cation channel beta-1	transmembrane ion transport	5.76	2.75381E-05
snap_masked-ptg000084l-processed-gene-43.23-mRNA-1	<i>CRACR2aa</i>	Ca2+ binding protein that is a key regulator of CRAC channel-mediated SOCE; adaptor protein for cytoplasmic dynein	calcium release activated channel regulator 2Aa	transmembrane ion transport	3.67	0.001092994
maker-ptg001069l-augustus-gene-3.65-mRNA-1	<i>GABRA1</i>	subunit of ligand-gated chloride channel	gamma-aminobutyric acid receptor subunit alpha-1	transmembrane ion transport	5.44	1.17436E-05
snap_masked-ptg000509l-processed-gene-7.11-mRNA-1	<i>GABRG3</i>	subunit of ligand-gated chloride channel	gamma-aminobutyric acid receptor subunit gamma-3	transmembrane ion transport	2.78	0.000289984
snap_masked-ptg002179l-processed-gene-1.70-mRNA-1	<i>GLRB8</i>	ligand-gated chloride channel	glycine receptor, beta b	transmembrane ion transport	9.03	2.58552E-29
maker-ptg000559l-snap-gene-2.76-mRNA-1	<i>HCN2</i>	hyperpolarization-activated ion channel	hyperpolarization activated cyclic nucleotide gated potassium and sodium channel 2	transmembrane ion transport	3.65	1.79576E-09
maker-ptg000028l-snap-gene-81.10-mRNA-1	<i>KCNA7a_1</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily A member 7a	transmembrane ion transport	4.60	2.58472E-11
maker-ptg000028l-snap-gene-81.8-mRNA-1	<i>KCNA7a_2</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily A member 7a	transmembrane ion transport	8.27	3.55527E-12
maker-ptg001427l-snap-gene-13.20-mRNA-1	<i>KCNIP3</i>	voltage-gated potassium channel	calcsenlin	transmembrane ion transport	5.11	0.000993571
maker-ptg000265l-est_gff_est2genome-gene-6.33-mRNA-1	<i>KCNJ2</i>	inwardly rectifying potassium channel	inward rectifier potassium channel 2	transmembrane ion transport	5.53	1.12219E-20
maker-ptg000830l-augustus-gene-5.123-mRNA-1	<i>KCNJ9</i>	inwardly rectifying potassium channel	G protein-activated inward rectifier potassium channel 3	transmembrane ion transport	5.77	2.63245E-10
snap_masked-ptg001118l-processed-gene-0.13-mRNA-1	<i>KCNK2</i>	potassium two pore domain channel	potassium channel subfamily K member 2	transmembrane ion transport	6.15	9.23801E-14
maker-ptg000697l-snap-gene-6.109-mRNA-1	<i>KCNQ5</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily Q member 5	transmembrane ion transport	5.94	0.000938938
maker-ptg001106l-augustus-gene-0.48-mRNA-1	<i>MCOLN1</i>	intracellular cation channel	mucolpiln-1	transmembrane ion transport	6.37	6.01855E-26
maker-ptg001057l-snap-gene-3.24-mRNA-1	<i>MCOLN3</i>	intracellular cation channel	mucolpiln-3	transmembrane ion transport	5.68	4.30182E-06
maker-ptg000253l-augustus-gene-20.10-mRNA-1	<i>SCN1ba</i>	voltage-gated sodium channel beta-subunit (regulatory)	sodium channel subunit beta-1	transmembrane ion transport	3.84	1.29832E-07
maker-ptg001188l-snap-gene-6.4-mRNA-1	<i>SCN4aa</i>	voltage-gated sodium channel alpha-subunit	sodium channel protein type 4 subunit alpha A	transmembrane ion transport	10.98	1.27373E-11
maker-ptg002239l-snap-gene-5.5-mRNA-1	<i>SCN4b</i>	voltage-gated sodium channel	sodium voltage-gated channel beta subunit 4	transmembrane ion transport	5.34	8.18062E-47
maker-ptg000477l-augustus-gene-1.10-mRNA-1	<i>VDAC1</i>	ion channel in the outer mitochondrial membrane and also the outer cell membrane	voltage-dependent anion-selective channel protein 1	transmembrane ion transport	2.69	2.46626E-06
maker-ptg000051l-snap-gene-132.157-mRNA-1	<i>TMEM206</i>	proton-activated chloride channel	transmembrane protein 206	transmembrane ion transport	1.98	6.00534E-10
maker-ptg001300l-snap-gene-4.198-mRNA-1	<i>TMEM63c</i>	Ca2+ permeable cation channel at ER/mitochondria contact sites	transmembrane protein 63C	transmembrane ion transport	4.00	0.001858763
maker-ptg000187l-augustus-gene-15.2-mRNA-1	<i>TMEM120a</i>	mechanosensing ion channel	transmembrane protein 120A	transmembrane ion transport	6.05	2.33605E-44
maker-ptg000148l-snap-gene-9.4-mRNA-1	<i>SLC24a2</i>	calcium, potassium:sodium antiporter	solute carrier family 24 member 2	transmembrane ion transport	9.06	1.1057E-37
snap_masked-ptg000102l-processed-gene-12.46-mRNA-1	<i>SLC4a4</i>	sodium bicarbonate cotransporter	solute carrier family 4 member 4	transmembrane ion transport	5.67	1.3753E-11
snap_masked-ptg000004l-processed-gene-3.9-mRNA-1	<i>SLC8a1a</i>	sodium/calcium exchanger	solute carrier family 8 member 1a	transmembrane ion transport	5.01	3.00748E-13
maker-ptg002207l-snap-gene-0.59-mRNA-1	<i>ABCA2</i>	probable lipid transporter that modulates cholesterol sequestration in the late endosome/lysosome	ATP binding cassette subfamily A member 2	transmembrane ion transport	2.21	1.89872E-10
maker-ptg001844l-snap-gene-4.2-mRNA-1	<i>ABCB1</i>	ABC transporter; translocates drugs and phospholipids across the membrane	ATP binding cassette subfamily B member 1	transmembrane ion transport	4.72	0.000481822
maker-ptg001436l-snap-gene-0.52-mRNA-1	<i>ABCG2</i>	ABC transporter of broad substrate specificity	ATP-binding cassette sub-family G member 2	transmembrane ion transport	2.24	0.008846064
maker-ptg000326l-snap-gene-3.64-mRNA-1	<i>SLC13a1</i>	sodium:sulfate symporter	solute carrier family 13 member 1	transmembrane ion transport	3.41	3.99214E-05
snap_masked-ptg000878l-processed-gene-2.22-mRNA-1	<i>SLC17a5</i>	membrane transporter that exports free sialic acids	solute carrier family 17 member 5	transmembrane ion transport	3.88	1.23265E-08
maker-ptg001427l-snap-gene-14.26-mRNA-1	<i>SLC23a2</i>	sodium/ascorbate cotransporter	solute carrier family 23 member 2	transmembrane ion transport	2.45	3.35477E-05
snap_masked-ptg001837l-processed-gene-1.59-mRNA-1	<i>SLC25a23</i>	calcium-dependent mitochondrial solute carrier on the inner mitochondrial membrane	solute carrier family 25 member 23	transmembrane ion transport	5.13	0.000247848
maker-ptg000102l-augustus-gene-64.1-mRNA-1	<i>SLC25a25b</i>	calcium-binding mitochondrial carrier on the inner mitochondrial membrane	solute carrier family 25 member 25b	transmembrane ion transport	2.65	0.003639241
maker-ptg000184l-augustus-gene-2.1-mRNA-1	<i>SLC5a7</i>	sodium ion- and chloride ion-dependent high-affinity transporter that mediates choline uptake	solute carrier family 5 member 7	transmembrane ion transport	5.91	0.000293221
maker-ptg000175l-augustus-gene-7.91-mRNA-1	<i>SLC5a9</i>	sodium/glucose cotransporter 4	solute carrier family 5 member 9	transmembrane ion transport	2.80	6.19949E-11
maker-ptg001587l-snap-gene-9.16-mRNA-1	<i>SLC6a17</i>	sodium-dependent vesicular transporter selective for proline, glycine, leucine and alanine	solute carrier family 6 member 17	transmembrane ion transport	8.15	5.51716E-10
maker-ptg000800l-augustus-gene-2.11-mRNA-1	<i>SLC6a2</i>	sodium- and chloride-dependent transport of norepinephrine	solute carrier family 6 member 2	transmembrane ion transport	5.50	3.30148E-15
maker-ptg001004l-snap-gene-4.176-mRNA-1	<i>SLC6a6</i>	sodium- and chloride-dependent transport of taurine and beta-alanine	solute carrier family 6 member 6	transmembrane ion transport	4.10	7.32652E-09

# Supplementary material for: Gene and Allele-Specific Expression Underlying the Electric Signal Divergence in African Weakly Electric Fish
**Source:** Mol Biol Evol. 2024 Feb 15;41(2):msae021. doi: 10.1093/molbev/msae021
**Supplement:** msae021_Supplementary_Data

Supplementary Table 2 Genes down-regulated in all species/hybrids in the electric organ relative to skeletal muscle.

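Supplementary Table 2 lists the genes lower in the EO in the same form. Of its genes, 99 were matched by ID, all 99 were lower in the EO in every cohort, and 91 were called down in all 5. The 8 others, *ABI2a*, *KCNE4*, *CDH26*, *SLC22a23*, *ACTC1b*, *MYOZ3*, *SMYHC1* and *ACTC2*, had largest adjusted p from 0.0536 to 0.0886. By category, 11 of 12 genes listed as other, 8 of 8 signaling genes and 2 of 2 transcription factors were called down in all 5 cohorts.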

ID	Blast Gene	Highlights of Predicted Function	Gene Description	Category	Average log2FC	Average Pvalue
snap_masked-ptg000308l-processed-gene-8.27-mRNA-1	<i>ABI2a</i>	regulator of actin cytoskeleton dynamics	cytoskeletal 2a	cytoskeletal & sarcomeric	-1.94	0.004180823
maker-ptg000512l-snap-gene-2.123-mRNA-1	<i>ABLIM1b</i>	binds to actin filaments and mediates interactions between actin and cytoplasmic targets	actin-binding LIM protein 1	cytoskeletal & sarcomeric	-2.88	1.69939E-09
maker-ptg001458l-snap-gene-2.2-mRNA-1	<i>ABRa</i>	muscle specific actin-binding protein; involved in skeletal muscle hypertrophy and atrophy	actin-binding Rho-activating protein	cytoskeletal & sarcomeric	-5.52	1.11159E-06
maker-ptg001416l-augustus-gene-5.37-mRNA-1	<i>ABRa</i>	muscle specific actin-binding protein; involved in skeletal muscle hypertrophy and atrophy	actin binding Rho activating protein	cytoskeletal & sarcomeric	-5.37	5.05532E-07
maker-ptg00306l-augustus-gene-5.39-mRNA-1	<i>ACT1a</i>	actin isoform, striated muscle	actin, alpha 1, skeletal muscle	cytoskeletal & sarcomeric	-5.17	9.36728E-19
maker-ptg001070l-augustus-gene-5.71-mRNA-1	<i>ACTB1</i>	actin isoform, cytoplasmic	actin, cytoplasmic 1	cytoskeletal & sarcomeric	-1.95	0.00022477
maker-ptg000171l-snap-gene-9.31-mRNA-1	<i>ACTC1a</i>	actin isoform, striated muscle	actin, alpha cardiac muscle 1a	cytoskeletal & sarcomeric	-8.11	8.1603E-05
snap_masked-ptg002519l-processed-gene-0.5-mRNA-1	<i>ACTC1b</i>	actin isoform, striated muscle	actin, alpha cardiac muscle 1b	cytoskeletal & sarcomeric	-4.70	0.004466918
maker-ptg000067l-snap-gene-17.2-mRNA-1	<i>ACTC2</i>	actin isoform, striated muscle	actin, alpha, cardiac muscle 2	cytoskeletal & sarcomeric	-7.94	0.006969056
maker-ptg000501l-snap-gene-3.13-mRNA-1	<i>CAP2A2</i>	F-actin binding protein	F-actin-capping protein subunit alpha-2	cytoskeletal & sarcomeric	-2.35	1.10876E-11
maker-ptg000693l-snap-gene-21.128-mRNA-1	<i>CAPZB</i>	F-actin binding protein	F-actin-capping protein subunit beta	cytoskeletal & sarcomeric	-1.32	9.88642E-06
maker-ptg000196l-augustus-gene-4.0-mRNA-1	<i>KY</i>	cytoskeleton-associated protease required for normal muscle growth	kyphoscoliosis peptidase	cytoskeletal & sarcomeric	-7.80	0.000264434
maker-ptg000007l-snap-gene-2.65-mRNA-1	<i>MYBPC1</i>	thick filament-associated protein located in the crossbridge region of vertebrate striated muscle A bands	myosin binding protein C, slow type	cytoskeletal & sarcomeric	-6.60	0.000728724
snap_masked-ptg000202l-processed-gene-83.4-mRNA-1	<i>MYBPC2</i>	thick filament-associated protein located in the crossbridge region of vertebrate striated muscle A bands	myosin-binding protein C, fast-type	cytoskeletal & sarcomeric	-6.01	0.001321102
maker-ptg000323l-augustus-gene-6.128-mRNA-1	<i>MYBPC3</i>	thick filament-associated protein located in the crossbridge region of vertebrate striated muscle A bands	myosin-binding protein C, cardiac-type	cytoskeletal & sarcomeric	-8.23	4.50551E-05
maker-ptg000962l-augustus-gene-12.1-mRNA-1	<i>MYBPH</i>	binds to myosin; probably involved in interaction with thick myofilaments in the A-band	myosin-binding protein H	cytoskeletal & sarcomeric	-4.84	0.003814769
maker-ptg000085l-augustus-gene-17.7-mRNA-1	<i>MYH2</i>	unconventional myosin; actin-based motor protein	myosin heavy chain, fast skeletal muscle	cytoskeletal & sarcomeric	-8.17	5.93451E-19
snap_masked-ptg000407l-processed-gene-2.145-mRNA-1	<i>MYH1</i>	myosin heavy chain beta isoform expressed primarily in the heart, but also in skeletal muscles	myosin 1	cytoskeletal & sarcomeric	-8.60	4.34569E-06
maker-ptg000133l-augustus-gene-18.18-mRNA-1	<i>MYL1</i>	non-regulatory myosin light chain	myosin light chain 1	cytoskeletal & sarcomeric	-5.57	1.66255E-08
maker-ptg001175l-snap-gene-0.158-mRNA-1	<i>MYL2</i>	myosin regulatory light chain 2	myosin regulatory light chain 2, cardiac muscle	cytoskeletal & sarcomeric	-6.12	0.000536607
maker-ptg000187l-snap-gene-16.83-mRNA-1	<i>MYL2b</i>	myosin regulatory light chain 2	myosin regulatory light chain 2b, cardiac muscle	cytoskeletal & sarcomeric	-8.19	5.84804E-05
maker-ptg000100l-snap-gene-11.24-mRNA-1	<i>MYL4</i>	myosin regulatory light chain	myosin light chain 4	cytoskeletal & sarcomeric	-7.66	0.001195604
maker-ptg000135l-snap-gene-52.42-mRNA-1	<i>MYLK2</i>	myosin light chain kinase	myosin light chain kinase 2	cytoskeletal & sarcomeric	-4.77	0.000103916
maker-ptg000441l-augustus-gene-6.2-mRNA-1	<i>MYO16</i>	unconventional myosin; actin-based motor protein	unconventional myosin-XVI	cytoskeletal & sarcomeric	-4.85	0.006179819
maker-ptg000256l-snap-gene-3.25-mRNA-1	<i>MYO18a</i>	unconventional myosin; actin-based motor protein	unconventional myosin-XVIIIa	cytoskeletal & sarcomeric	-4.19	1.94298E-13
maker-ptg000960l-augustus-gene-0.14-mRNA-1	<i>MYO18b</i>	unconventional myosin; actin-based motor protein	myosin XVIIIb	cytoskeletal & sarcomeric	-3.94	8.08729E-15
maker-ptg000193l-snap-gene-2.47-mRNA-1	<i>MYOM1</i>	major component of the vertebrate myofibrillar M band	myomesin 1	cytoskeletal & sarcomeric	-7.91	1.13806E-07
maker-ptg000110l-augustus-gene-2.12-mRNA-1	<i>MYOM2</i>	major component of the vertebrate myofibrillar M band	myomesin 2	cytoskeletal & sarcomeric	-4.02	3.46432E-14
maker-ptg000405l-snap-gene-31.60-mRNA-1	<i>MYOZ1</i>	involved in linking Z-disk proteins	myozenin 1	cytoskeletal & sarcomeric	-6.71	6.15331E-07
maker-ptg000314l-augustus-gene-4.2-mRNA-1	<i>MYOZ2</i>	involved in linking Z-disk proteins	myozenin 2	cytoskeletal & sarcomeric	-7.19	0.001878985
maker-ptg000182l-snap-gene-3.82-mRNA-1	<i>MYOZ3</i>	involved in linking Z-disk proteins	myozenin 3	cytoskeletal & sarcomeric	-6.59	0.001769106
maker-ptg000112l-snap-gene-5.13-mRNA-1	<i>NEB</i>	binds and stabilize F-actin in the sarcomere	nebulin	cytoskeletal & sarcomeric	-7.40	0.000736895
maker-ptg000512l-snap-gene-3.14-mRNA-1	<i>NRAP</i>	may be involved in anchoring the terminal actin filaments in the myofibril to the membrane	nebulin related anchoring protein	cytoskeletal & sarcomeric	-3.92	1.29313E-19
maker-ptg0002114l-snap-gene-0.37-mRNA-1	<i>PARVB</i>	adapter protein involved in the reorganization of the actin cytoskeleton	parvin beta	cytoskeletal & sarcomeric	-5.41	3.02009E-05
maker-ptg000572l-snap-gene-14.41-mRNA-1	<i>SMYHC1</i>	myosin heavy chain; actin-based motor protein	slow myosin heavy chain 1	cytoskeletal & sarcomeric	-7.57	0.000452265
maker-ptg000572l-augustus-gene-14.18-mRNA-1	<i>SMYHC2</i>	myosin heavy chain; actin-based motor protein	slow myosin heavy chain 2	cytoskeletal & sarcomeric	-5.20	0.001635808
maker-ptg000135l-augustus-gene-79.30-mRNA-1	<i>TNNC1</i>	component of troponin complex; regulation of muscle contraction	troponin C, slow skeletal and cardiac muscles	cytoskeletal & sarcomeric	-7.24	0.000307439
maker-ptg000135l-snap-gene-52.7-mRNA-1	<i>TNNC2</i>	component of troponin complex; regulation of muscle contraction	troponin C, skeletal muscle	cytoskeletal & sarcomeric	-4.81	5.01121E-11
maker-ptg000223l-snap-gene-2.48-mRNA-1	<i>TNNI2</i>	component of troponin complex; regulation of muscle contraction	troponin I, fast skeletal muscle	cytoskeletal & sarcomeric	-7.27	3.13868E-23
maker-ptg000445l-snap-gene-11.25-mRNA-1	<i>TPM1</i>	actin-binding protein; in association with the troponin complex involved in the striated muscle contraction	tropomyosin alpha-1 chain	cytoskeletal & sarcomeric	-4.81	6.55146E-15
maker-ptg001553l-augustus-gene-0.54-mRNA-1	<i>TPM2</i>	actin-binding protein; in association with the troponin complex involved in the striated muscle contraction	tropomyosin beta chain	cytoskeletal & sarcomeric	-6.67	1.53935E-06
maker-ptg001563l-snap-gene-12.53-mRNA-1	<i>TPM3</i>	actin-binding protein; in association with the troponin complex involved in the striated muscle contraction	tropomyosin alpha-3 chain	cytoskeletal & sarcomeric	-3.70	4.35071E-06
maker-ptg000555l-augustus-gene-11.55-mRNA-1	<i>TIN</i>	sarcomere organization	titin	cytoskeletal & sarcomeric	-2.95	3.70566E-07
snap_masked-ptg000176l-processed-gene-4.104-mRNA-1	<i>HSPB11</i>	disassembly of the sarcomeres	heat shock protein beta-11	cytoskeletal & sarcomeric	-4.89	5.99473E-07
maker-ptg001400l-snap-gene-3.115-mRNA-1	<i>CAPN3</i>	muscle-specific calpain; calcium-activated non-lysosomal thiol-protease	calpain 3	other	-4.51	3.46551E-17
maker-ptg000222l-snap-gene-9.11-mRNA-1	<i>CDH20</i>	calcium-dependent cell adhesion protein	cadherin-20	other	-3.77	0.000127412
maker-ptg000061l-augustus-gene-13.21-mRNA-1	<i>CDH26</i>	calcium-dependent cell adhesion protein	cadherin-like protein 26	other	-2.83	0.005372135
maker-ptg000534l-snap-gene-5.169-mRNA-1	<i>KCMF1</i>	E3 ubiquitin-protein ligase	potassium channel modulatory factor 1	other	-1.41	7.97951E-07
snap_masked-ptg002090l-processed-gene-16.20-mRNA-1	<i>ACOT12</i>	fatty acid metabolic process	acyl-CoA thioesterase 12	other	-7.79	0.00346148
maker-ptg001966l-augustus-gene-10.17-mRNA-1	<i>CKM</i>	reversibly catalyzes the transfer of phosphate between ATP and various phosphogens	creatine kinase M-type	other	-8.43	5.01097E-09
maker-ptg000393l-augustus-gene-30.5-mRNA-1	<i>CKMT1a</i>	reversibly catalyzes the transfer of phosphate between ATP and various phosphogens	creatine kinase U-type, mitochondrial	other	-7.81	4.06172E-07
maker-ptg000323l-snap-gene-1.83-mRNA-1	<i>EPN2</i>	interacts with clathrin	epsin-2	other	-7.50	1.26567E-05
maker-ptg000299l-snap-gene-6.20-mRNA-1	<i>GLS2B</i>	glutaminase activity	glutaminase kidney isoform, mitochondrial	other	-7.18	1.23041E-05
snap_masked-ptg001143l-processed-gene-2.56-mRNA-1	<i>IGFN1</i>	cell adhesion	immunoglobulin-like and fibronectin type III domain-containing protein 1	other	-7.80	5.98234E-36
maker-ptg000487l-snap-gene-5.15-mRNA-1	<i>LDHA</i>	catalyzes the conversion of L-lactate and NAD to pyruvate and NADH in the final step of anaerobic glycolysis	L-lactate dehydrogenase A chain	other	-7.47	0.000293053
maker-ptg000254l-augustus-gene-6.0-mRNA-1	<i>TECR</i>	involved in both the production of very long-chain fatty acids	very-long-chain enoyl-CoA reductase	other	-7.82	0.000632574
maker-ptg000665l-snap-gene-7.139-mRNA-1	<i>MYOC</i>	secreted glycoprotein regulating the activation of different signaling pathways in adjacent cells	myocilin	signaling	-2.10	0.00200062
maker-ptg000558l-snap-gene-4.101-mRNA-1	<i>CALM3</i>	calcium-binding EF-hand protein	calmodulin 3	signaling	-2.84	8.29055E-05
snap_masked-ptg000869l-processed-gene-20.110-mRNA-1	<i>PVALB2</i>	Ca2+-binding protein of the EF-hand superfamily	parvalbumin-2	signaling	-8.61	0.000478414
maker-ptg000974l-augustus-gene-10.59-mRNA-1	<i>PVALB4</i>	Ca2+-binding protein of the EF-hand superfamily	parvalbumin 4	signaling	-6.32	0.000158436
maker-ptg0002802l-snap-gene-0.11-mRNA-1	<i>PVALB7</i>	Ca2+-binding protein of the EF-hand superfamily	parvalbumin 7	signaling	-8.33	5.15658E-05
maker-ptg000481l-snap-gene-2.8-mRNA-1	<i>ADRB2</i>	beta-2-adrenergic receptor	adrenoreceptor beta 2	signaling	-4.35	1.00955E-12
maker-ptg000135l-augustus-gene-82.84-mRNA-1	<i>GPR173</i>	G-protein coupled receptor	probable G-protein coupled receptor 173	signaling	-8.04	0.00013504
maker-ptg001004l-augustus-gene-9.10-mRNA-1	<i>SBK1</i>	serine/threonine kinase activity	serine/threonine-protein kinase SBK1	signaling	-6.93	0.00015688
maker-ptg000253l-augustus-gene-58.60-mRNA-1	<i>MYOCD</i>	smooth muscle cells and cardiac muscle cells-specific transcriptional factor	myocardin	transcription factor	-3.89	1.03704E-11
maker-ptg000085l-snap-gene-26.0-mRNA-1	<i>MYOG</i>	muscle-specific transcription factor	myogenin	transcription factor	-2.73	1.67587E-05
maker-ptg000171l-augustus-gene-6.26-mRNA-1	<i>ANO1</i>	calcium-activated chloride channel	anocannin 1	transmembrane ion transport	-3.40	1.225E-17
maker-ptg000852l-snap-gene-16.100-mRNA-1	<i>ATP1b3a</i>	Na/K-ATPase β -subunit	ATPase Na+/K+ transporting subunit beta 3a	transmembrane ion transport	-4.10	1.54943E-19
maker-ptg000600l-augustus-gene-1.19-mRNA-1	<i>ATP2a1</i>	sarcoplasmic/endoplasmic reticulum calcium ATPase 1	sarcoplasmic/endoplasmic reticulum calcium ATPase 1	transmembrane ion transport	-7.30	3.1585E-07
maker-ptg000474l-snap-gene-6.56-mRNA-1	<i>ATP2a2a</i>	sarcoplasmic/endoplasmic reticulum calcium ATPase 2	sarcoplasmic/endoplasmic reticulum calcium ATPase 2a	transmembrane ion transport	-7.66	0.000724467
maker-ptg000085l-snap-gene-5.119-mRNA-1	<i>ATP2b2</i>	plasma membrane Ca2+ transporting ATPase 2	ATPase plasma membrane Ca2+ transporting 2	transmembrane ion transport	-2.46	0.002679005
maker-ptg000718l-snap-gene-53.80-mRNA-1	<i>ATP5f1b</i>	subunit of mitochondrial ATP synthase	ATP synthase subunit beta, mitochondrial	transmembrane ion transport	-1.81	2.19442E-06
maker-ptg000237l-snap-gene-5.34-mRNA-1	<i>CACNA1s</i>	voltage-gated calcium channel	dihydropyridine-sensitive L-type skeletal muscle calcium channel subunit alpha-1	transmembrane ion transport	-6.87	3.16021E-05
maker-ptg000085l-augustus-gene-14.68-mRNA-1	<i>CACNA2d1</i>	voltage-gated calcium channel	voltage-gated calcium channel subunit alpha-2/delta-2	transmembrane ion transport	-4.46	1.86424E-11
maker-ptg000202l-snap-gene-1.0-mRNA-1	<i>CACNG1a</i>	voltage-gated calcium channel	voltage-dependent calcium channel gamma-1 subunit	transmembrane ion transport	-4.04	4.43468E-11
maker-ptg000763l-augustus-gene-3.165-mRNA-1	<i>CALHM6</i>	pore-forming subunit of a voltage-gated ion channel	calcium homeostasis modulator family member 6	transmembrane ion transport	-3.12	1.19758E-11
maker-ptg001156l-augustus-gene-8.0-mRNA-1	<i>CASQ1a</i>	calcium-binding protein in SR	calsequestrin-1a	transmembrane ion transport	-7.32	4.86051E-08
maker-ptg000021l-augustus-gene-6.30-mRNA-1	<i>CASQ1b</i>	calcium-binding protein in SR	calsequestrin-1b	transmembrane ion transport	-3.71	9.95212E-15
maker-ptg000650l-augustus-gene-22.51-mRNA-1	<i>CLCN1</i>	voltage-dependent chloride channel; important for repolarization of skeletal muscle cells after muscle contraction	chloride channel protein 1	transmembrane ion transport	-7.56	6.86007E-07
snap_masked-ptg000633l-processed-gene-25.11-mRNA-1	<i>KCNAB1b</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily A member 1b	transmembrane ion transport	-6.39	6.20958E-05
snap_masked-ptg000643l-processed-gene-7.150-mRNA-1	<i>KCNAB4a</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily A member 4a	transmembrane ion transport	-4.05	0.000266439
snap_masked-ptg000633l-processed-gene-25.9-mRNA-1	<i>KCNAB5b</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily A member 5b	transmembrane ion transport	-4.65	0.001218785
snap_masked-ptg000633l-processed-gene-26.11-mRNA-1	<i>KCNAB6a</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily A member 6a	transmembrane ion transport	-5.40	2.72077E-12
maker-ptg000600l-augustus-gene-13.28-mRNA-1	<i>KCNAB7a</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily A member 7b	transmembrane ion transport	-7.39	0.000445521
maker-ptg000072l-snap-gene-0.6-mRNA-1	<i>KCNAB2</i>	voltage-gated potassium channel	voltage-gated potassium channel subunit beta-2	transmembrane ion transport	-3.37	9.48977E-05

maker-ptg000068l-snap-gene-8.7-mRNA-1	<i>KCNB1</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily B member 1	transmembrane ion transport	-5.58	0.006990731
maker-ptg001248l-est_gff_est2genome-gene-0.0-mRNA-1	<i>KCNE4</i>	voltage-gated potassium channel	potassium voltage-gated channel subfamily E regulatory subunit 4	transmembrane ion transport	-1.99	0.002653689
maker-ptg000314l-augustus-gene-2.9-mRNA-1	<i>KCNIP4</i>	voltage-gated potassium channel	Kv channel-interacting protein 4	transmembrane ion transport	-3.20	0.000884639
maker-ptg001348l-snap-gene-2.39-mRNA-1	<i>KCNK4</i>	potassium two pore domain channel	potassium channel subfamily K member 4	transmembrane ion transport	-4.94	0.00032563
maker-ptg000170l-snap-gene-11.9-mRNA-1	<i>KCNK7</i>	potassium two pore domain channel	potassium channel subfamily K member 1	transmembrane ion transport	-5.11	9.18843E-12
maker-ptg000253l-snap-gene-49.55-mRNA-1	<i>KCNN4</i>	calcium-activated potassium channel	potassium calcium-activated channel subfamily N member 4	transmembrane ion transport	-5.04	1.88707E-11
maker-ptg000721l-snap-gene-3.11-mRNA-1	<i>SCN3b</i>	voltage-gated sodium channel	sodium voltage-gated channel beta subunit 3	transmembrane ion transport	-2.11	5.45393E-10
maker-ptg000974l-augustus-gene-6.41-mRNA-1	<i>SCN4ab</i>	voltage-gated sodium channel	sodium channel protein type 4 subunit alpha b	transmembrane ion transport	-5.38	4.17695E-08
maker-ptg000422l-augustus-gene-0.23-mRNA-1	<i>SRL</i>	Ca2+-binding protein in SR; Ca2+ buffering	sarcalumenin	transmembrane ion transport	-6.02	5.45506E-07
maker-ptg000562l-augustus-gene-8.257-mRNA-1	<i>TMEM38a</i>	monovalent cation channel in the SR and nuclear membranes of skeletal muscle	transmembrane protein 38A	transmembrane ion transport	-1.77	3.0994E-08
maker-ptg000600l-snap-gene-7.69-mRNA-1	<i>TRPM4</i>	Ca2 +-activated nonselective monovalent cation channel	transient receptor potential cation channel subfamily M member 4	transmembrane ion transport	-4.84	1.11494E-06
snap_masked-ptg002114l-processed-gene-2.64-mRNA-1	<i>ABCC9</i>	subunit of ATP-sensitive potassium channels	ATP-binding cassette sub-family C member 9	transmembrane ion transport	-3.10	3.68287E-09
maker-ptg000181l-snap-gene-1.66-mRNA-1	<i>SLC4a7</i>	sodium bicarbonate cotransporter	solute carrier family 4 member 7	transmembrane ion transport	-4.78	1.00112E-09
maker-ptg000361l-snap-gene-18.27-mRNA-1	<i>SLC22a23</i>	antiporter to transport organic ions across cell membranes	solute carrier family 22 member 23	transmembrane ion transport	-4.24	0.004015017
maker-ptg000718l-augustus-gene-55.59-mRNA-1	<i>SLC25a12</i>	mitochondrial electrogenic aspartate/glutamate antiporter	solute carrier family 25 member 12	transmembrane ion transport	-3.53	1.18714E-12
maker-ptg000230l-snap-gene-5.12-mRNA-1	<i>SLC41a1</i>	Na+/Mg2+ ion exchanger	solute carrier family 41 member 1	transmembrane ion transport	-4.91	5.94485E-08
maker-ptg000600l-augustus-gene-10.17-mRNA-1	<i>SLC6a16</i>	Na(+)- and Cl(-)-dependent neurotransmitter transporter	solute carrier family 6 member 16	transmembrane ion transport	-2.21	1.60618E-05
maker-ptg000299l-snap-gene-9.30-mRNA-1	<i>SLC6a6b</i>	taurine:sodium symporter	solute carrier family 6 member 6b	transmembrane ion transport	-2.58	1.66873E-11

# Supplementary material for: Gene and Allele-Specific Expression Underlying the Electric Signal Divergence in African Weakly Electric Fish
**Source:** Mol Biol Evol. 2024 Feb 15;41(2):msae021. doi: 10.1093/molbev/msae021
**Supplement:** msae021_Supplementary_Data

Supplementary Table 3 44 Significantly enriched Gene Ontology terms with Fisher's exact test p-value < 0.01 in genes up-regulated in electric organ.

Term	GO terms	Category	Count	%	P-value	Genes	List Total	Pop Hits	Pop Total	Fold Enrichment	Bonferroni	Benjamini	FDR
GO:0016310	phosphorylation	Biological Process	61	5.407801	1.32E-04	RET, SI:CH211-195B13.1, PFKFB2B, MOB18A, PIK3CG, HK2, STK24B, RPS6KA3A, RPS6KA2, PIP5KL1, RPS6KA1, RPS6KB1B, AKT1, SI:CH211-243J20.2, PIM3, ERBB4B, PDGFRA, PRKCI, MAP4K3A, PRKCB, DCLK1A, SI:DKEY-172J4.3, EPHA4A, SHPK, ACVR1B, MAPK14A, PI4K2A, GNE, IPPK, ITPK1B, UCK2A, LTK, PRKX, TTK, CITA, PI4K2AA, PRKCZ, PFKPA, CKMT1, PIP5K1CA, GRK6, ERBB2, TRIOA, CAMK1GB, MAPK6, CHKB, YES1, TNK2B, LIMK2, PTK2AB, HIPK2, PRKACBB, ETNK2, JAK2B, RPS6KAL, PRKCHA, CMPK, PI4KB, PTK7B, CDK14, CAMK1DA	944	718	18397	1.66	0.201384509	0.224860832	0.224860832
GO:0018105	peptidyl-serine phosphorylation	Biological Process	16	1.41844	0.001444283	PRKCI, SI:CH211-195B13.1, TTK, PRKX, TTBK1A, PRKCZ, HIPK2, PRKCB, RPS6KA3A, RPS6KA2, RPS6KA1, RPS6KAL, RPS6KB1B, PRKCHA, CAMK1GB, CAMK1DA	944	122	18397	2.56	0.914560516	0.684527812	0.684527812
GO:0098609	cell-cell adhesion	Biological Process	19	1.684397	0.001444379	DCHS1A, ARNT2, NEO1A, IGSF9BA, ITGA2B, CTNND1, NRCAMA, HSPG2, TMEM47, CNTN1A, DLG2, PERP, ITGA8, CDH13, ELMO2, ITGAV, PKP4, FAT4, CDH17	944	160	18397	2.31	0.91457447	0.684527812	0.684527812
GO:0001944	vasculature development	Biological Process	12	1.06383	0.003025118	NOTCH2, YAP1, STN1, PANK2, ANGPT2B, CYP26C1, LGALS2A, AGAP2, ENPP2, ITGB8, RAB11A, MYCA	944	82	18397	2.85	0.994238484	0.684527812	0.684527812
GO:0043123	positive regulation of I-kappaB kinase/NF-kappaB signaling	Biological Process	8	0.70922	0.003315885	PRKCB, CD40, TNIP2, TNFRSF19, RBCK1, S100B, LURAP1, MAP3K14A	944	39	18397	4.00	0.996493066	0.684527812	0.684527812
GO:0001935	endothelial cell proliferation	Biological Process	5	0.443262	0.003380098	ITGA2B, ITGB8, ITGAV, ARHGEF7B, HSPG2	944	13	18397	7.50	0.996857294	0.684527812	0.684527812
GO:0030198	extracellular matrix organization	Biological Process	16	1.41844	0.003386468	MMP15B, MMP17A, FBLN2, COLQ, SMO2, COL4A2, ADAMTSL4, SI:DKEY-6N6.1, COL1A1A, ADAMTSL3, ADAMTSL7, MMP28, COL2A1B, MMP19, ADAMTSL7, ADAMT59	944	133	18397	2.34	0.996891298	0.684527812	0.684527812
GO:0072583	clathrin-dependent endocytosis	Biological Process	6	0.531915	0.003582283	AP2M1A, FCHO1, DNAJC6, SGIP1A, AP2A1, GPR107	944	21	18397	5.57	0.997774987	0.684527812	0.684527812
GO:0070121	Kupffer's vesicle development	Biological Process	12	1.06383	0.003658342	YAP1, MBD3B, SNX10A, VGLL4B, ARL6, RAB3IP, DNMT3BB.1, ENPP2, ITGAV, GPR22A, RAB11A, ATP6V1F	944	84	18397	2.78	0.998046074	0.684527812	0.684527812
GO:0061817	endoplasmic reticulum-plasma membrane tethering	Biological Process	4	0.35461	0.004021903	ESYT1A, ESYT2B, ESYT2A, GRAMD2AA	944	7	18397	11.14	0.998950121	0.684527812	0.684527812
GO:0006486	protein glycosylation	Biological Process	16	1.41844	0.006246214	GALNT12, ST6GAL1, GALNT13, GALNT16, B3GAT2, EXT1B, FUT8A, ST6GALNAC5A, MGAT1B, B3GNT7, ST3GAL4, ST8SIA5, ST8SIA6, STT3B, LARGE2, ST3GAL2	944	142	18397	2.20	0.999976638	0.804864816	0.804864816
GO:0043409	negative regulation of MAPK cascade	Biological Process	6	0.531915	0.006588046	DUSP4, DUSP5, SPRED2B, PPEF2A, SPRED2A, DUSP7	944	24	18397	4.87	0.999986992	0.804864816	0.804864816
GO:0006811	ion transport	Biological Process	47	4.166667	0.006643522	SLC24A2, GLRB, KCNG3, SCN4BA, SCN1BA, TTYH2, PACC1, TMEM63C, ITPR1B, ATP2C1, ATP1A3A, CHRN, ATP1B1B, ATP2A2B, KCNQ5B, SLC39A7, GABRD, ATP1A1A.4, SI:CH211-225P5.8, ATP6V1F, SLC13A1, SCN4AA, HEPHL1B, GABRA1, CHRN4, SLC8A1A, KCNJ9, SLC11A2, SLC39A10, TRPV1, SI:DKEY-28B4.8, CNGA3A, GRIN2AA, SLC5A9, ATP6V0A1A, KCNJ2A, KCNK2A, SLC04A1, ATP1A2A, ATP2B1A, ATP2B3B, CACNA1BA, VDACC1, SLC4A4A, SLC4A4B, MCU, GRIA3B	944	614	18397	1.49	0.999988172	0.804864816	0.804864816
GO:0030030	cell projection organization	Biological Process	11	0.975177	0.006953193	CATIP, SNX10A, INTU, ARL6, CFL1, IFT122, TMEM237A, GPR22A, CDC6C1, GSNA, SDCCAG8	944	79	18397	2.71	0.999993042	0.804864816	0.804864816
GO:0000188	inactivation of MAPK activity	Biological Process	5	0.443262	0.007609678	DUSP4, DUSP5, SPRED2B, SPRED2A, DUSP7	944	16	18397	6.09	0.999997742	0.804864816	0.804864816
GO:0048593	camera-type eye morphogenesis	Biological Process	5	0.443262	0.007609678	SOX11A, LAMA1, LUM, ALDH1A2, IFT122	944	16	18397	6.09	0.999997742	0.804864816	0.804864816
GO:0007264	small GTPase mediated signal transduction	Biological Process	13	1.152482	0.00803919	RAC3A, BCAR3, ARHGAP32A, RHOUB, DOCK4B, GDI1, DOCK7, TIAM1B, RHOF, RAPGEF11, RHOBTB1, RHOC, RASGEF18A	944	106	18397	2.39	0.999998919	0.804864816	0.804864816
GO:0006790	sulfur compound metabolic process	Biological Process	4	0.35461	0.008935331	CHST6, CHST7, CHST2B, SI:CH73-62B13.1	944	9	18397	8.66	0.999999768	0.844885165	0.844885165
GO:0016020	membrane	Cellular Component	464	41.13475	3.42E-10	SI:DKEY-34D22.1, PGAP2, TMEM200A, OLFCS1, EXT1B, CORO2BA, ZFYVE2B, LAMB1A, NSDHL, CHST2B, TIAM1B, BCR, BCAM, SLC5A9, GRAMD18A, CACNA1BA, MCOLN1A, PI4K2A, GRAMD18B, FREM3, CDC42SE1, RPN2, TTYH2, SGIP1A, ABCB5, MBOAT2B, HACD3, SI:DKEY-91M11.5, PDGFC, CHST10, ANO5B, ST3GAL4, GSG1L2B, ST3GAL2, PLXNB1B, PLXNB1A, ABCC6A, PRRT1, ABCA2, CADM3, ICMT, APCDD1L, SI:DKEY-15H8.17, SI:CH211-286O17.1, EIF5, NPTNB, MCOLN3A, TMEM237A, NMT2, SPIRE1A, PAM, RALAA, RET, ACHE, MTMR10, MTMR11, TMEM181, LYST, SLC6A2, PHEX, CYB561D2, TMEM47, CATIP, ADAMTSL3, SH3GLB2B, ATP1A1A.4, TMEM119B, CHST6, CHST7, RHBDFF1A, ELOVL2, SLC39A10, GNL1, PRSS12, FAM234B, ECRG4A, SLC04A1, ACVR1B, TSPAN7B, ERGIC3, PIGF, MGLL, PACC1, SLC16A6B, TMEM72, ADCY7, PPP1R3AA, CHRN, GDDP4A, MUC13B, SLC17A5, SC5D, GABRA1, SNX21, PLXDC1, TSPAN9A, GDDP5B, SH3GLB1A, CYB561, RIC3B, RCA2.1, TMEM229B, GPR146, SEMA5A, ADCY1A, GLRB, KCNG3, NRROS, TUSC3, CLSTN1, ITGA2B, CXCL14, KDELR2B, AP2M1A, ABHD12, LAPTM4B, RNF19A, CFL1, TSPAN4A, SI:CH211-1E14.1, SI:DKEY-122A22.2, PLXNC1, SLC39A7, PHLDA2, IL13RA2, LARGE2, PHLDA3, SEMA6A, SLC25A23B, BSCL2, FRMD3, TOM1L2, TRIM101, MAG, MFS2D12A, SYPL1, MADD, ROR2, SI:CH73-62B13.1, GRIA3B, NOTCH2, ABHD2A, ARL6, TMEM230A, LIN7C, PFKPA, MGAT1B, ADTRP1, SI:CH211-76L23.7, SI:CH211-225P5.8, DRD4B, KL, SLC37A2, OSBP16, RAB4B, SDF2L1, GPR22A, SLC25A25B, CYP51, TMPPRS15, GRIN2AA, CNGA3A, G6PC3, TSPAN5A, CLTCB, GPR107, MCU, SPRED2B, DYSF, NENF, MRC1A, PIK3CG, B4GALNT3A, SPRED2A, SNX10A, SI:CH73-364H19.1, NAPBB, CERS3A, ITGB8, ITGAV, IL21R.1, CCDC51, SLC13A1, ADGRV1, CERS6, ZGC:110329, CHPF2, TNFRSF19, NRG1, SLC25A55A, ST6GALNAC5A, RRPBP1A, SYNGR3A, PRKCB, ZDHC8B, KCNJ2A, SLC15A1A, ITGA8, EFHC1, TNFRSF21, CERS1, SLC24A2, NLGN1, NEO1A, ATP10D, LRP5, JAKMIP3, AP3M2, CKMT1, FCHO1, CYB5A, LMBRD2B, KCNJ9, SEMA4C, MBOAT1, MCOLN2, SI:DKEY-	983	7112	18868	1.25	1.30E-07	1.30E-07	1.27E-07

How the deposited data were processed for this re-analysis (not part of the article)

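RNA of the electric organ (EO) and of skeletal muscle (SM) was measured in *C. compressirostris* (*com*), *C. tshokwe* (*tsh*), *C. rhynchophorus* (*rhy*) and the F1 hybrids *com* × *tsh* and *com* × *rhy*. There were 23 EO and 22 SM libraries: 5 per tissue and cohort, except 3 of each tissue for *tsh* and 4 of SM for *com*. Cohort, tissue and specimen number were taken from the deposited labels and EOD durations from Fig. 2a. The paper describes both tissues as taken from each specimen, but the specimen numbers of EO and SM differ in the labels. Samples could therefore not be paired by fish, and tissues of the same fish were treated as independent. *Tsh* fish were wild-caught and stored in RNAlater, unlike the other cohorts, so species, origin, storage and EOD duration cannot be separated for *tsh*.

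The authors trimmed 150 bp paired-end reads with Trimmomatic 0.39 and mapped those of every cohort to the *C. compressirostris* genome with RSEM. The deposited values are RSEM expected counts of read pairs per gene for 34492 gene models, with no normalization and no gene filter, and the expected count is the unit used here. The authors also made TPM values with RSEM, deposited in the same tables, by scaling counts by effective length; TPM and effective lengths served as alternatives only. Total expected counts were 8217955 to 10627778 in *com* EO, 9573771 to 10336878 in *tsh* EO, 11031258 to 30741278 in *rhy* EO, 8289340 to 10474647 in *com* × *tsh* EO and 8815827 to 10998338 in *com* × *rhy* EO. In SM they were 12454762 to 15310846 in *com*, 8161853 to 17744660 in *tsh*, 9321376 to 12893213 in *rhy*, 10204365 to 11627624 in *com* × *tsh* and 9607249 to 16752597 in *com* × *rhy*. No pair of replicates was a copy of another: the smallest chi-square per degree of freedom between a pair was 20.8. Intervals and floors cover counting error only.

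Expected counts were rounded to whole numbers, and genes with more than 10 counts in at least 2 of the 45 libraries were kept, 19441 genes (56.4%). Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3). TMM factors are meant to correct for the genes that take a large share of SM counts. Whether they did so fully was not tested. EO and SM were compared in each cohort in a fit of its own with the quasi-likelihood F test (glmQLFit, glmQLFTest). Libraries of the EO were compared between species and hybrids in the same way, *rhy* with *com* also in SM. Differences in the effect of tissue between cohorts came from a fit of all libraries with 10 groups. The interaction of tissue with EOD duration was tested in the F0 species over its 3 levels. p was adjusted by Benjamini and Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05 and, for comparisons of 2 groups, an absolute log2 fold change over 1. Standard errors are those the F statistic of 1 degree of freedom implies. Log2 CPM used a prior count of 2. Scores on PC2 were compared by exact permutation tests, 2-sided. Gene lists were tested between *rhy* and *com* EO with camera in limma 3.58.1. A lower bound of a fold uses a floor of 3 counts over a group at 0, and with 1 to 3 counts an exact Poisson interval at 95% confidence is given.

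Named genes follow a rule written before the data were examined, though after the paper's tables had been read: every gene of Table 1, those the results name from Supplementary Tables 1 and 2, the genes of Table 2 and Supplementary Table 7, and the 10 named genes with the largest change in each direction of the shared, rising, falling and species comparisons, with the 2 largest without a name. Names come from the paper's tables, where 250 IDs carry one. Misread letters in printed IDs and names were repaired, the names with the paper's gene descriptions. Of these, 241 were found in the deposited tables and all 241 were tested. IDs that could not be matched were left out. Other genes are given by ID. Gene lists were written from the paper's tables, so they are not independent of these samples.

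The procedure was tested on simulated counts with genes of known change, 100 at each size. At a log2 fold change of 3 the tests recovered 85% (*com*), 92% (*tsh*), 98% (*rhy*), 90% (*com* × *tsh*) and 98% (*com* × *rhy*) of the changed genes of EO against SM, 81% for all 5 cohorts together, 99% for *rhy* against *com* in EO and 87% for the interaction. At 1.5 they recovered 25%, 38%, 56%, 47%, 53%, 11%, 80% and 19%. No changed gene was called in the wrong direction in the comparisons of tissues and of species, while the interaction was scored without a direction. Genes with a change of 1.5 are therefore often missed in the comparison over 5 cohorts and in the interaction. The changed genes were drawn from those with enough expected counts, so the rates do not cover rare genes. EO and SM were simulated from the same profile, without their difference in composition.

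The alternatives tried were DESeq2 1.42.0 with its own size factors, its size factors in edgeR, no low-count filter, a filter on total counts, an offset from effective gene lengths, 1 fit of all libraries, unadjusted p, EOD duration as a number in ms or as log10, the F0 species without *tsh*, other inputs to the PCA, and each library left out in turn. Leaving out the EO libraries that hold muscle transcripts, and DESeq2 together with the offset, were added after the data had been seen. Allele-specific expression, which needs reads with alleles, and Gene Ontology terms, whose members the paper names without gene model IDs, were not analysed here. Results of some items withheld for evaluation are not reported here.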

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

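The tests of the *KCNA7a* copies, and every result without the EO libraries that hold muscle transcripts, were chosen only after the result was seen.

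In 5 of the 6 candidate genes of Table 2, the effect of tissue (EO against SM) differed between *rhy* and *com* in a test of that difference: *KCNJ2* by 3.53 (adjusted p = 0.00141), *KCNQ5* by -5.89 (0.000354), *NHS* by -2.56 (0.0290), *ACTR3b* by -1.76 (0.000132) and *KCNK6* by -1.26 (0.0169), each a difference of log2 fold changes. Between *rhy* and *tsh* the effect differed for *KCNQ5* by -5.14 (0.0120) and for *NHS* by -3.61 (0.0233). Over all genes, the log2 fold change was higher in *rhy* than in *com* in 1261 genes and lower in 1580.

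Genes without a name in the paper's tables had the largest changes among those rising or falling with EOD duration, and the paper does not discuss them. In EO of *rhy* against *com*, maker-ptg000610l-snap-gene-7.3 had a log2 fold change of 6.99 and maker-ptg001737l-snap-gene-0.24 one of 6.43, while maker-ptg000575l-augustus-gene-6.4 had -6.23 and snap_masked-ptg001309l-processed-gene-4.158 had -5.61.

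A library lay far from the rest of its group in 7 groups over 14 measures, 6.25% of the groups tested, where chance alone gives about 1 in 20 groups. EO library rhy109 held 30741278 expected counts, the others of its group 11031258 to 15316399. *Com* SM replicate 12 had 55.4% of its counts in its 10 highest genes (others 42.9% to 44.6%), and *rhy* SM replicate 17 had the sarcomere list at a mean log2 CPM of 7.59 (others 10.54 to 10.86). EO library comrhy113 had the connective tissue list at 7.49 (7.82 to 7.94). *ACTR3b* was at 2.88 log2 CPM in *rhy* SM replicate 18 (3.38 to 3.54), and *NHS* was at 5.05 in EO library comrhy110 (6.00 to 6.28) and at -2.67 in *com* × *rhy* SM replicate 30 (0.93 to 2.00).

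Muscle transcripts were high in 7 EO libraries: com97, com103, rhy107, rhy109, rhy116, comrhy111 and comrhy113, by their labels. Muscle tissue in the dissected EO would bring all abundant muscle transcripts in the ratio they have in SM. Of genes lower in the EO of all 5 cohorts and abundant in SM, those outside the sarcomere list showed, in the median library, an excess 0.961 times that of the list, which is consistent with such tissue. In library comrhy113 the excess was 9.97% of the SM level in the list and 11.79% in the 551 genes outside it, but in library rhy107 it was 0.298% and -0.145%, and the ratio ran from -0.484 to 2.16 over the 7 libraries, so that a single source for all stays open. No biological explanation was tested.

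Many genes differed between *rhy* and *com* in EO, and reads of *rhy* that fail to map to the *com* genome would lower their counts in both tissues. Of the 2261 genes lower in *rhy* EO, 998 are expressed in SM, where their median log2 fold change was -0.0678 (interquartile range -0.59 to 0.46) against -1.48 in EO, which argues against lost reads as the cause for the set. Of the 1882 higher genes, 1145 are expressed in SM, with a median of 0.369 there (-0.19 to 1.00) against 1.45 in EO. This argues against a gain in mapping as the whole cause for the set, though 65.9% of these genes went the same way in SM. Single genes may still be affected, since 77 of the lower and 138 of the higher genes were called the same way in SM (31 and 30 the other way). Genes not expressed in SM were not tested, and the comparison in SM rests on single libraries. A difference between the species in EOD duration, age or rearing stays open and untested.

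*KCNA7a_1* and *KCNA7a_2* were both lower in *rhy* EO than in *com* EO. Reads passing from one copy to the other would leave their sum unchanged, but the sum was 9.36 times higher in *com* (920 ± 255 CPM) than in *rhy* (98.3 ± 19.3 CPM; SD, n = 5 each), which argues against it. Were only the reads of *rhy* lost in mapping, *com* × *rhy*, with a *com* allele, would keep a good part of the *com* level. It kept 0.0915 times that level of *KCNA7a_1*, which argues against loss as the whole cause, and 0.517 times that of *KCNA7a_2*, for which loss in mapping may explain the fall and cannot be told apart from lower expression. The species difference remains untested as an explanation.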

How the results depend on the processing

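The alternatives were set before the data were examined, except leaving out the 7 EO libraries that hold muscle transcripts, DESeq2 with the length offset, and the PC2 tests with a library left out, which were chosen after seeing the data. No paired analysis was possible, because the labels do not show which EO and SM libraries came from the same fish. The pairing that the paper's sampling implies was thus ignored. No call reversed under any alternative run. The PC2 step from *com* to *com* × *tsh* EO (-4.33), which passed in none, changed sign on PC1 of the EO libraries alone (6.85) and without EO library com97 (3.59). Of counts of genes, 335 values stayed within 1.5 times the reported count and 18 did not. DESeq2, its size factors in edgeR, both other filters, the length offset, 1 fit of all libraries and unadjusted p moved none of these beyond that. Genes called in 1 cohort only, not among these values, moved beyond it in 1 fit of all libraries, from 508 to 948 down in *com* × *tsh* and from 305 to 201 down in *tsh*, and without the 7 EO libraries that hold muscle transcripts, from 626 to 327 up and from 377 to 144 down in *rhy*. Without a library in turn, the counts of EO against SM ranged from 6495 to 6920 in *com*, 4940 to 5472 in *tsh*, 6383 to 6896 in *rhy*, 5806 to 6274 in *com* × *tsh* and 5985 to 6556 in *com* × *rhy*, and the shared genes from 2286 to 2456. Of the 1278 shared up and 1141 shared down genes, 1238 and 1117 were kept by DESeq2 and 1090 and 1017 without the 7 EO libraries that hold muscle transcripts.

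Without the EO libraries that hold muscle transcripts, calls fell to 2669 (*rhy* against *com*), 1040 (*rhy* against *tsh*), 1599 (*com* × *rhy* against *com*), 336 (*com* × *rhy* against *rhy*, 57.7% of them up against 67.9% with all libraries) and 756 (*com* × *tsh* against *com*) in EO. The interaction fell to 2149 genes, of which 2062 were among the 4454, with 110 rising and 175 falling. Fewer libraries are part of this alternative. EOD duration in ms gave 1185 genes, 99 rising and 145 falling, and log10 of it 2453 genes and 151 rising. Without *tsh*, 350 genes rose and 635 fell, where the order has 2 species only. Beyond these constructions, the cause was not tested.

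*Rhy* against *com* in SM rests on single libraries. Its 1244 genes became 612 without *com* SM replicate 12, 503 without *com* SM replicate 14, 760 without *rhy* SM replicate 19 and at most 1654, without *rhy* SM replicate 17. The share of genes higher in *rhy* was 53.1%, and 40.5% and 38.4% without the first and second of these. The cause was not tested.

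PC1 and PC2 held 43.8% and 7.59% of the variance with log2 of DESeq2-normalized counts, 43.6% and 7.40% without a filter, 60.3% and 6.41% with log2(TPM + 1), and 76.9% and 5.66% with the 500 genes of largest variance; the cause was not tested. In each of these the tissues stayed apart on PC1. The PC2 step from *com* × *rhy* to *tsh* EO passed with the 500 genes (-26.97, adjusted p = 0.0238) and without EO library comrhy112 (-21.7, adjusted p = 0.0381), and that from *tsh* to *rhy* no longer passed without EO library tsh118 (49.8, adjusted p = 0.0952), which leaves 2 *tsh* libraries, too few for a smaller exact p.

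Of the values of named genes, 450 kept their direction and side of the threshold, 22 lost a call and 3 gained one, and those reported by name are below. DESeq2 gained 2, *KCNE4* and *TRPV1*, and lost 1. Leaving out the 7 EO libraries that hold muscle transcripts also leaves fewer samples. It removed the joint call over the 5 cohorts for *KCNQ5* and *MYOG*, which lost their call in *rhy*. For *rhy* against *com* in EO it removed the calls of *KCNIP3*, *ABCB1*, *CNGB1*, *CACNA1b*, *SBK1*, *CDH26*, *ATP2b2* and *PVALB2*. With a library left out in turn, the call in all 5 cohorts was lost for *KCNIP3* and *KCNIP4* (5 libraries each), *MYO1e* (3), *KCNA4a* and *PVALB2* (2 each) and *KCNA5b* and *ACTC1a* (*com* SM replicate 15), and *KCNE4* gained it without *com* SM replicate 12. For *rhy* against *com* in EO, *SBK1* (5 libraries), *CNGB1* (4) and *PVALB2* (*com* EO replicate 97) lost the call. In a simulation at the depth and sample numbers of the study, with rare genes left out of those changed, a log2 fold change of 1.5 was recovered in 11% of genes in all 5 cohorts. One of 3 was recovered in 81%.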

Differences from the paper's values

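The share of variance on PC1 was 46.2% here and 74% in the paper. The value lies within 1.5 times the paper's with the 500 genes of largest variance (76.9%) and with log2(TPM + 1) (60.3%), both set before the data were examined, and not with log2 of DESeq2-normalized counts or without a filter.

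The interaction of tissue and EOD duration called 4454 genes here at an adjusted p under 0.05, the paper's threshold, and 1874 in the paper. Of the alternatives set before the data were examined, log10 of EOD duration as a number (2453) lies within 1.5 times the paper's value. EOD duration in ms (1185), DESeq2's likelihood ratio test, its size factors in edgeR, both other filters, the length offset, the fit without *tsh* and every fit without a library in turn (3752 to 5011) do not. Without the EO libraries that hold muscle transcripts, an alternative chosen after seeing the values, 2149 genes were called, and of the paper's 6 candidates *KCNJ2*, *KCNK6* and *NHS* were dropped, although with fewer libraries their log2 fold changes from *com* to *rhy* EO were still 3.775, -1.83 and -1.75 (4.05, -1.95 and -1.99 with all).

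All 29 genes of Table 1 had the paper's direction, with fitted mean log2 fold changes that differed from the paper's by -0.06 (*KCNJ9*) to 0.63 (*FGF12*), within the SD between cohorts. Of the genes the paper lists as upregulated in all cohorts, all but 7 of 121 tested were called here, and of those it lists as downregulated, 91 of 99. Those not called had the listed direction in every cohort: *P2RY2*, *SLC25a25b*, *TRPV1*, *ABCG2*, *ARPC5* and both *MYO1d* copies, and *ABI2a*, *KCNE4*, *CDH26*, *SLC22a23*, *ACTC1b*, *MYOZ3*, *SMYHC1* and *ACTC2*. DESeq2, the tool the paper names, called 119 of 121 and 97 of 99.

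The paper counts *NHS* among genes falling with EOD duration. Its EO level was 49.9 CPM in *com* and 48.7 in *tsh*, so it was not called falling here, although it was lower in *rhy* (12.47 CPM). It was called falling without *tsh*. The paper counts *KLF5* among genes rising with EOD duration. It was called rising here, but its log2 fold change from *com* to *rhy* EO was 0.72, below the threshold of 1. Its mean log2 CPM in SM, from -2.54 in *tsh* to 1.61 in *rhy*, also enters its interaction. The paper's text names *SGK2* among signaling genes, while its Table 1 has *SGK1*, whose mean log2 fold change here was 7.79.

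The paper describes the SM libraries as a single cluster of all cohorts. On PC1 they lay together, from -136 to -85.7, and on PC2 they ran from -94.4 to 57.1, with *com* SM lowest. The paper orders the EOs along PC2 by EOD duration. The mean of *com* × *rhy* EO (36.3, EOD of 4 ms) was above that of *tsh* EO (20.7, 5 ms), within the spread between libraries. This step against the order passed with the 500 genes of largest variance (-26.97, adjusted p = 0.0238) and without EO library comrhy112 (-21.7, adjusted p = 0.0381). The other cohorts followed the order or did not differ.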

Other observations

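Transcripts of nerve and synapse genes were high in the EO. All 14 genes of that list were called up in the EO of all 5 cohorts, also when adjusted over the list alone, and all were taken from the paper's table of genes upregulated in these libraries, so they are not independent evidence. *RET*, a receptor tyrosine kinase gene, was at 158 ± 47.1 CPM (SD, n = 5) in *com* × *rhy* EO and at least 1898-fold higher there than in SM, which held 0 counts. The vesicle gene *SYNGR3* was at 181 ± 9.87 CPM (SD, n = 5) in *rhy* EO. *SLC6a17*, a neurotransmitter carrier, had 0 counts in the SM libraries of every cohort, and was at least 30.5-fold (*com*) to 154-fold (*rhy*) higher in the EO. The list does not show whether nerve endings or electrocytes hold these transcripts. Of 6 genes of connective tissue and extracellular matrix, 4 were up in all 5 cohorts and 2 were not called in all, and all 4 genes of muscle energy metabolism were down.

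Some paralogs changed in opposite directions between SM and EO. *SCN4aa*, *SLC6a6*, *PVALB9* and 1 copy of *MYL4* were up in all 5 cohorts, while *SCN4ab*, *SLC6a6b*, the parvalbumins *PVALB2*, *PVALB4* and *PVALB7* and the other copy of *MYL4* were down. *PVALB2*, a calcium buffer of fast muscle, was also lower in *rhy* EO than in *com* EO (log2 fold change -6.07, standard error 1.94, adjusted p = 0.0166), a call that was lost without the EO libraries that hold muscle transcripts. *ATP2b2* was lower in EO than in SM, and higher in *rhy* EO than in *com* EO (2.30), a call lost without the same libraries. These pairs were picked after their values were seen.

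In EO, the hybrids lay between their parents for most genes called between those parents. *Com* × *rhy* lay between *com* and *rhy* in 82.1% of 4143 genes, at a median of 0.640 of the way from *com* to *rhy* (interquartile range 0.415 to 0.857), and its 5 libraries had medians from 0.600 to 0.690. *Com* × *tsh* lay between *com* and *tsh* in 79.4% of 4062 genes, at a median of 0.393. The genes were chosen as called between the same parental libraries, which favours a position between them.

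Of 16 genes listed with imbalanced alleles in *com* × *rhy* EO in the paper's table (17 in its text), 7 were up and 1 down in the EO of all 5 cohorts, and of the 6 candidate genes of Table 2, 5 were up. Over all 19441 genes, 1278 were up and 1141 down. The paper sought both sets among genes that differ between EO and SM in these samples, so the counts are not independent evidence.

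Fewer genes had a count above 0 in *com* × *tsh* EO (18164 ± 839, SD, n = 5) than in *com* EO (21422 ± 644, SD, n = 5; exact permutation test, p = 0.00794, adjusted p = 0.0635 over 8 comparisons), at similar depth.

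Each comparison was set against other splits of the same libraries into groups of the same sizes, up to 100 with the real split. The real split was the only 1 to call as many genes in each. Such a total is therefore unlikely by chance, except where stated, but the splits say nothing of single genes. For EO against SM, the real split called 7042 genes in *com* (highest other split 1543), 6844 in *rhy*, 6186 in *com* × *tsh* and 6542 in *com* × *rhy* (highest other 0 in each), and 2419 shared genes (0). The 0 for shared genes follows from the 0 in single cohorts and is no further evidence. In *tsh*, with 5677 genes and a highest other of 0, there are 10 splits, too few for a share under 0.05. For EOD duration the real split gave 4454 genes with an interaction (363), 227 rising (11) and 334 falling (5). The other splits mixed the species, so they show that the species differ. They do not test whether genes follow the order of EOD duration. In EO it called 4143 genes between *rhy* and *com* (728), 4062 between *tsh* and *com* (1465), 2016 between *rhy* and *tsh* (7), 2512 between *com* × *rhy* and *com* (922), 1081 between *com* × *rhy* and *rhy* (12), 1879 between *com* × *tsh* and *com* (818) and 2441 between *com* × *tsh* and *tsh* (1061). In SM it called 1244 between *rhy* and *com* (679), but without *com* SM replicate 12 or 14 the count fell below that of the highest other split.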
